# Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings

**DOI:** 10.3389/fphys.2018.01568

**Published:** 2018-11-27

**Authors:** Devraj Singh, Vivek Swarup, Hiep Le, Vinod Kumar

**Keywords:** adaptation, birds, gene expression, migration, RNAseq, WGCNA

## Abstract

The molecular underpinnings of metabolic adaptation to seasons are poorly understood in long- distance migrants. We measured changes in physiology and performed *de novo* sequencing of RNA extracted from liver samples collected at 4-h intervals over a period of 24 h from a long-distance avian migrant, the blackheaded bunting (*Emberiza melanocephala*), during two states: photostimulated vernal migratory (M) state and photorefractory non-migratory (nM) state. The M state was differentiated from the nM state based on body fattening and weight gain, as well as on *Zugunruhe*, that is, nocturnal migratory restlessness in caged birds. We found that baseline blood glucose and triglyceride levels were significantly higher in the M state than the nM state; conversely, surface body temperature was higher in the nM state than the M state. In a total of 6 liver samples that were sequenced from each state, 11,246 genes were annotated, including 4448 genes that were cyclic over 24 h. We found 569 differentially expressed genes (DEGs) between the M and the nM state, and the M state showed 131 upregulated and 438 downregulated genes. These DEGs formed core gene hubs associated with specific biological processes in both the states. In addition, weighted gene coexpression network analysis revealed two discrete modules of coexpressed genes, with a significant difference in the expression pattern of metab olism-associated genes between M and nM states. These results demonstrate, for the first time, transcriptome-wide changes in the liver between two distinct physiological states and give molecular insights into seasonal metabolic adaptations in latitudinal migrants.

## Introduction

Bird migration is one of the most salient examples of seasonal ecologyin nature. Annual to-and-fro movements between breeding and non-breeding grounds occur during different seasons and involve significant adaptations to environmental changes in physiology and behavior (Berthold et al., 2003). Following postbreeding molt, avian migrants undergo changes associated with autumn migration (to wintering site) and reverse to a non-migratory state when it overwinters. Later, it reinitiates processes associated with spring migration (to breeding site) and reproduction, which are again reversed at the end of reproduction. These changes are programmed by internal clocks and synchronized to the natural environment by the annual photoperiodic cycle (Gwinner and Helm, 2003; Malik et al., 2014). Increasing photoperiods at the wintering site photostimulate the spring (vernal) migratory state, which is characterized by fat deposition and weight gain; elevated circulating levels of metabolites (e.g., glucose and triglycerides) and metabolic hormones (e.g., insulin and corticosterone); and *Zugunruhe* (migratory restlessness, intense nocturnal activity, and wing whirring in captive birds: Gwinner and Czeschlik, 1978; Ramenofsky and Wingfield, 2007; Trivedi et al., 2014). At the end of the vernal migration, fat depletes, body mass declines, and gonads mature and enlarge in size. Following reproduction, gonads regress as birds enter into photorefractory state during which they remain unresponsive to stimulatory effects of long photoperiod (Malik et al., 2014; Trivedi et al., 2014).

The photostimulated vernal migratory state and the photorefractory non-migratory state strikingly differ in behavior and physiology, particularly in aspects that are linked with night-flight and associated metabolism and energy homeostasis (Bairlein et al., 2015). Both seasonal states are also indicators of changes at multiple levels in response to seasonal changes in the environment. The liver is the major site for seasonal metabolic changes, and it plays crucial roles in the maintenance of global metabolic (energy) homeostasis. In particular, the liver regulates glucose and lipid metabolism: for example, glycogenesis, gluconeogenesis, detoxification, production of plasma protein and bile acids, and synthesis of lipoproteins (Trefts et al., 2015; Kurauti et al., 2016). In avian migrants during the migratory state, the liver actively metabolizes abundant nutritional substrates and stores fuel for flight in the form of triglycerides and also processes fuel substrates for use by other tissues. During the non-migratory state, the liver reverts to its baseline activity (Jenni-Eiermann et al., 2002; Landys et al., 2005; Bairlein et al., 2015). A few recent findings have shown molecular changes in the liver between migratory and non-migratory states in songbird migrants. There were significant differences in the hepatic expression of genes associated with glucose (*SIRT1*, *FOXO1*, *PYGL*, and *GLUT1*) and lipid (*HMGCOA*, *PPAR*s, and *FASN*) metabolism between photoperiod-induced migratory and non-migratory states in migratory blackheaded buntings (*Emberiza melanocephala*; Trivedi et al., 2014). Similarly, there were also differences in 24-h expression patterns of the core clock genes (*BMAL1*, *CLOCK*, *PERIOD2*, and *CRY1*) in the liver of blackheaded buntings (Singh et al., 2015). Furthermore, analyses of the transcriptome of two migratory subspecies of Scandinavian willow warblers (*Phylloscopus trochilus*) showed that differences in their migratory strategies were likely to be governed by only few genes, by temporal differences, or by tissue-specific gene expression patterns (Lundberg et al., 2013; Boss et al., 2016). Similarly, RNA-Seq analyses of blood and pectoral muscle revealed 547 differentially expressed genes (DEGs) between sedentary (*J. h. carolinensis*) and migratory (*J. h. hyemalis*) subspecies of dark eyed juncos (*Junco hyemalis*; Fudickar et al., 2016). There were also 188 DEGs related to the migratory state in the ventral hypothalamus of Swainson’s thrush (*Catharus ustulatus*) as revealed by RNA-Seq study by Johnston et al. (2016).

How the liver meets differential energy requirements of migratory and non-migratory states remains poorly understood at the mechanistic level. In order to address this, we performed RNA-Seq of liver from two groups of blackheaded buntings that were photostimulated into the vernal (spring) migratory state or the photorefractory (postbreeding) non-migratory state. These two states provided a contrasting continuum of the photostimulated induction and cessation of physiological processes associated with photoperiod-induced seasonal states in buntings’ annual life history (Misra et al., 2004; Trivedi et al., 2014; Singh et al., 2015). By comparing the liver transcriptome from these two photostimulated states, we sought to identify DEGs and generate coexpression networks of the gene. We then correlated physiological parameters with gene expression patterns to suggest probable molecular pathways that were possibly associated with seasonal metabolic adaptations in the migratory blackheaded bunting. Thus, the overall goal of this study was to understand the molecular underpinnings of physiological and metabolic adaptations that are a part of the broad adaptability of avian migrants to seasons in the natural environment.

## Materials and Methods

### Animals and Experiment

Adult male blackheaded buntings (*E. melanocephala*) were procured from the overwintering flock in the wild, and following acclimation for a week in an outdoor aviary, they were maintained at a temperature of 22 ± 2°C on short days (SD, 8 h light: 16 h darkness; 8L: 16D) or long days (LD, 16L: 8D) for the following 40 weeks. Under SD, buntings remain unstimulated and photosensitive, which is characterized by normal body mass (no fat deposition), daytime activity, and small reproductively inactive gonads. Under LD, however, buntings are photostimulated. Within the first 2–3 weeks of LD exposure, buntings deposit fat and gain weight, recrudesce testes, and exhibit *Zugunruhe*. These photostimulated changes are reversed after 10–12 weeks of LD: buntings become lean, regress testes, return to daytime activity, and exhibit photorefractoriness (Misra et al., 2004; Rani et al., 2006; Trivedi et al., 2014; Singh et al., 2015). Thus, photostimulated ‘vernal’ migratory (M) and photorefractory ‘postbreeding’ non-migratory (nM) states present a contrast within the continuum of seasonal states in the annual life history of the latitudinal migratory blackheaded buntings.

This experiment lasted for about 4 weeks and used SD photosensitive and LD photorefractory buntings (*n* = 24 each). Short days and LD buntings were in different seasonal physiological states but with similar phenotypes in showing the normal body mass and small testes. At the beginning of the experiment, neither group showed body fat deposits, weighed 23–27 g, and had unstimulated (or regressed) reproductively inactive small testes (0.33–0.52 mm^3^). Birds were singly housed in activity cages (size = 60 cm × 45 cm × 35 cm) that were individually placed in photoperiodic chambers providing programmed lighting (L = 350 ± 10 lux; D = ∼0.4 lux). Short days photosensitive birds were exposed to LD for 18–24 days so that each individual had shown 7 nights of *Zugunruhe.* Long days photorefractory birds were maintained under LD for 24 days.

### Measurement of Changes in Behavior and Physiology

We monitored 24-h activity-rest pattern for changes in behavior. We also measured food intake (FI), body mass, surface body temperature, and blood metabolites in order to determine changes in physiology between photostimulated M and photorefractory nM states. Each bird was handled several times in both light and dark periods to get acclimatized in order to avoid handling or neophobia-induced stress during the experiment. The detail for each measurement has been described in our previous publications (Singh et al., 2010, 2015; Trivedi et al., 2015). Briefly, an infrared sensor mounted on the activity cage continuously monitored general activity of a bird in its cage. Activity data were collected and analyzed using the Chronobiology Kit software program (Stanford Software Systems, CA, United States). We measured FI (g bird^-1^ day^-1^; *n* = 8) and body mass (g; *n* = 12) of randomly selected birds from each group both at the beginning and end of the experiment and recorded surface body temperature (^o^C; *n* = 9 or 10) at 4-h intervals (beginning 1 h after light on, i.e., ZT 1, 5, 9, 13, 17, and 21; ZT, zeitgeber time 0 = light on), a day before the experiment ended.

Food intake was measured consecutively for 2 days. After 24 h from the time food was given on the previous day, food bowl and spillage along with feces were removed. After feces removal, the weight of food collected was subtracted from food given, and the average for 2 days gave FI in g bird^-1^ day-1. From this, the mean (± SE) for the group was calculated. We considered the change in body mass as an index of body fattening, since most, if not all, of the photostimulated fat deposition accounts for weight gain in migratory songbirds including blackheaded buntings (King and Farner, 1959; Misra et al., 2004; Rani et al., 2006; Mishra et al., 2017a). To record body mass, birds were weighed on a top-pan balance with an accuracy of 0.1 g. We recorded surface body temperature using thermoscan (Quick shot Infra-red thermometer; model Exp-01B), which measures body temperature in the range of 32–42^o^C. For this, a gentle air-blow exposed the keel region skin, and the temperature was recorded as an average of 4–5 readings in a quick succession with thermoscan placed at a distance of about 2 cm.

At the same six time points, we collected blood samples from wing vein (*n* = 4 *n* = time point) and measured serum glucose and triglycerides levels by quantitative colorimetric determination using specific kits. A bird was bled only once, 100–150 μl of blood was collected each time by puncturing the wing vein into a capillary tube. The blood sample was first rested at room temperature for 10 min and then was put at 4°C for an hour before it was centrifuged at 1630 g for 15 min at 4^o^C. Serum was harvested and stored at -20°C until assayed for glucose and triglyceride concentrations. We used QuantiChromTM Glucose (Cat. #: DIGL-100) and EnzyChromTM triglycerides (Cat. #: ETGA-200) assay kits for the measurement of glucose and triglycerides levels in 5 and 10 μl serum samples, respectively, and followed the procedure as per the manufacturer’s protocol. Briefly, serum, standards, and reagents were thawed on ice before the assay began. For glucose, standards were diluted in distilled water to final concentrations of 300, 200, 100, 50 mg/dl; distilled water was also taken as blank sample and served as a control. A volume of 5 μl of neat serum and diluted standard aliquots were mixed each with 500 μl of reagent in 1.5 ml tubes. These tubes were then kept in a boiling water bath for 8 min and cooled afterward on a water bath for 4 min. An aliquot of 200 μl of each treated sample and standard was pipetted out into separate wells of a 96-well plate, and optical density (OD) was measured at 630 nm light wavelength. The glucose concentration in each sample was calculated as follows: concentration (mg/dl) = OD sample - OD blank/slope.

For trigyclerides assay, standards were diluted in distilled water to get a concentration of 1, 0.6, 0.3 mmol/l; distilled water was taken as blank sample and served as control. A aliquot of 10 μl of serum diluted five-fold in distilled water was used for the assay. A working reagent was prepared by mixing 100 μl assay buffer, 2 μl enzyme mix, 5 μl lipase, 1 μl ATP, and 1 μl dye in a clean tube. An aliquot of 100 μl of working buffer was added and tap-mixed with sample/standard. This mixture was incubated for 30 min at room temperature, and the OD was measured on a microplate reader at 570 nm light wavelength. Triglycerides concentration of sample was calculated as follows: concentration (mmol/l) = (OD sample-OD water/slope) × N; N is the serum dilution factor.

Next day, birds were sacrificed at the respective time points, and the liver was harvested. Whereas a small piece was processed for hematoxylin-eosin (H-E; Sigma-Aldrich) and transmission electron microscopy (TEM; Tecnai, G20, FEI) histologies, the remaining liver tissue was placed in RNA-later^TM^ (ThermoFisher Scientific, Cat. # AM7020) and stored frozen at -80^o^C until used for RNA-Seq. To examine differences at the histological level, a liver piece was fixed in 4% formaldehyde tissue, cryosectioned at 8-μm-thickness, stained with H-E, and passed through ascending grades of alcohol, and cover-slipped. An AxioCam ICc1 Rev.4 camera attached to the Zeiss Axio Imager M2 microscope digitally imaged the stained sections. Another 2 mm× 2 mm liver piece was prepared for TEM to show a better resolution of differences in fat droplets and vacuoles in the liver between the two physiological states.

Statistical analyses of behavioral and physiological parameters were done using the GraphPad prism (version 5.0) software and the SPSS statistics version-20 software, as appropriate. The effect size (η^2^) of samples was calculated using the SPSS statistics version 20 software.

### Measurement of Gene Expression

#### RNA Extraction and Sequencing

In total, 12 liver samples were sequenced and mapped against the genome of zebra finch. Samples were collected every 4 h over a 24-h period; therefore, there were two samples (one from each state) collected at six time points. We extracted total RNA from all the samples in one batch using Trizol Plus RNA Purification Kit (ThermoFisher Scientific, Cat. # 12183555) and included DNase treatment with Ambion RNase-Free DNase Set and column cleanup with Purelink RNA Mini Kit (Invitrogen, Cat. # 12183018A), as per the manufacturers’ protocol. We used a Ribogreen assay (Invitrogen, R11490) to determine a sample’s RNA concentration and RNA integrity number (RIN; Schroeder et al., 2006) on Agilent 2100 Bioanalyzer. An amount of 1 μg of total RNA was used to generate poly-A selected mRNAs, which were isolated using oligo-dT attached magnetic beads. Complementary DNA (cDNA, 150 – 500 bp with mean size of 250 bp) libraries were generated with TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, United States; Cat. # RS-122-2001). Quantified (Quant-iT PicoGreen assay; Life Technologies, P11496) and validated (Agilent 2200 TapeStation system) libraries from all the samples were sequenced in a single lane as 100-bp single-end reads on Illumina HiSeq 2500.

#### Quality Filtering and Mapping

Single end reads of 100 bp with an average depth of 25 million reads were generated for each liver sample (Supplementary Table S1). Raw reads in sff format were converted into fastq format using the processing kit seq_crumbs^1^, and adapters and low quality reads were clipped. Reads were then subjected to quality control using FastQCv0.10^2^ with a passing score threshold Q > 30. Prior to assembly, we eliminated the majority of ribosomal RNA (rRNA) sequences using the short sequence alignment algorithm Bowtie 2 (version 2.0.2). Initial assembly was done using ultrafast universal RNA-Seq aligner STAR (Dobin et al., 2013) and the latest zebra finch (*Taeniopygia guttata*) genome (taeGut build 3.2.4). We performed genome-guided transcript assembly of *T. guttata*, and using Cufflinks (v2.2.1), we conducted fragments per kilobase of transcript per million mapped reads (FPKM) quantification (Trapnell et al., 2012). Finally, we annotated draft assembly using BLASTX with e-value ≤ E^-10^ taking the reference of zebra finch protein database, which is an accessible analytical tool (Lundberg et al., 2013).

#### Differential Gene Expression Analysis

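The larger table held FPKM values for the 12 liver libraries. A smaller table held log2 values for 11246 of its genes, and these were exactly the genes whose FPKM had an 80th percentile above 0.1 over the 12 libraries. Counted library by library, FPKM exceeded 0.1 in at least 10 of the 12 libraries for 9566 genes, all within the smaller table, and these 9566 were the genes compared between states. Of the 5139 genes in the smaller table with a median FPKM above 10, 121 were listed at 0 in at least 1 library.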

Using the criterion of FPKM value > 0.1 for an expressed gene in 80% of samples, we were able to confidently obtain expression values for a total of 11,246 genes. The log_2_ transformed FPKM values were used for all downstream analyses. We used linear regression model in the R package to perform differential gene expressions (DGEs). False-discovery rate (FDR) < 0.1 and absolute log_2_ fold change > 0.1 were set as thresholds to determine significant DGEs between M and nM states. Based on expression patterns (i.e., condition value), DEGs were categorized as upregulated (positive condition value) or downregulated (negative condition value) in M or nM state. Furthermore, we performed gene ontology (GO) enrichment analyses using the CORNA R package (Wu and Watson, 2009), with Fisher’s exact and hypergeometric tests to assign contigs to a specific GO and/or KEGG term. These analyses enabled us to predict molecular functions and related biological processes from gene expression results. For statistical significance, alpha was set at 0.05.

#### Gene Expression Pattern and Relationships

We used the Jonckheere-Terpstra-Kendall (JTK, R package) analysis to identify cyclic genes and therefore a daily cycle, as shown by RNA-Seq data. The JTK test is a non-parametric test, which uses Kendall’s tau, a measure of rank correlation to measure the association between two measured quantities. The algorithm used in JTK_CYCLE derives optimal combination of period and phase from cosine curves between experimental groups’ time series data. The JTK_CYCLE algorithm R script offers a statistically accurate identification and characterization of cycling transcripts (Hughes et al., 2010). We used data from all six time points over 24 h to compare differences in expression patterns of genes between M and nM states.

#### The Network Analysis

We performed weighted gene coexpression network analysis (WGCNA) in R for an unbiased assessment of transcriptional networks of all 11,246 genes associated with M and nM physiological states (Zhang and Horvath, 2005; Langfelder and Hovarth, 2008). The WGCNA can be considered a step-wise data reduction technique, which (a) starts from the level of thousands of variables (e.g., gene expression profiles), (b) identifies biologically interesting modules based on a node significance measure, (c) represents modules by their centroids (e.g., eigenvectors or intramodular hubs), (d) uses intramodular connectivity (kIM or kME) as quantitative measures of module membership, and (e) combines node significance and module membership measures for identifying significant hub nodes. The module centric analysis alleviates multiple testing problems inherent in high dimensional data, for example, gene expression data. Thus, although similar to other clustering methods in the sense that it also calculates a distance metric between expression patterns of all genes, WGCNA is a better analysis as it takes into account the complexity of the distance metric. The WGCNA starts with simple correlation values (usually Pearson’s) between all pairs of genes. Later, the correlations are transformed into an adjacency matrix by raising the correlations to a soft-thresholding power function β. The parameter β is chosen based on the data set to achieve an approximate scale-free network (Zhang and Horvath, 2005) and favors strong correlations over weak correlations. Adjacencies are next transformed into a topological overlap matrix (Zhao et al., 2010), which as a similarity measure can be subtracted from 1 to give a distance measure. These distance measures are then used in traditional hierarchical clustering to represent the relationships among genes in a familiar dendrogram. The next step in a WGCNA analysis is to break genes into clusters or “modules.” There are many different methods of cutting a dendrogram, and WGCNA suggests a computational approach called Dynamic Branch Cut (Langfelder et al., 2008). Here, we performed WGCNA in the R package (Langfelder and Hovarth, 2008) on the number of annotated transcripts that had a *p*-value < 0.001 in at least one of the experimental contrasts. There are many different parameter choices at each step in the process. After assessing a range of soft-thresholding values, we chose power β = 8. We calculated Pearson correlation coefficients between all pairs of probes in one block on a laptop computer with 64-bit Windows and 4 GB of RAM. We chose to use a signed adjacency and signed topological overlap matrix to preserve differences between positive and negative correlations. Average linkage hierarchical clustering was used and modules were determined using the Dynamic Hybrid method with deepSplit = 2 and a minimum module size = 30. A second Partitioning Around Mediods-like stage of module detection was done with pamRespectsDendro = TRUE. At the end, modules with similar expression patterns were merged at mergeCutHeight = 0.2. Otherwise, default values of blockwise module functions were used. Once modules have been defined, an average expression profile of all genes in the model can be determined by calculating an eigengene value for each treatment group by taking the first principal component of gene expression values in the module. Relatively higher and lower expression values are represented by positive and eigengene values, respectively. The set of eigengene values can be taken as a proxy for an average expression pattern of all genes in a module (Figure 5A). The total number of annotated transcripts × 12 samples data matrix has been now reduced down to six modules × two groups.

The WGCNA analysis defined highly connected intramodular hub genes as module centroids and identified coexpressed gene groups (modules) that were altered between the M state and the subsequent nM state (for details see Supplementary Data Sheet 1). Briefly, bi-weighted mid-correlations were calculated for all gene pairs, and a signed similarity matrix was created, in which gene similarity was reflected by a correlation sign. The signed similarity matrix was raised to power β to emphasize a strong correlation, therefore, reducing the emphasis of a weak correlation, in an exponential scale. The resultant adjacency matrix was then transformed into a topological overlap matrix (Li and Horvath, 2007). We chose a threshold power of nine (smallest threshold that resulted in a scale-free *R*^2^ fit of 0.8) and created consensus networks that calculated component-wise minimum values for topologic overlap (TO), and genes were hierarchically clustered using 1 - TO (dissTOM) as the distance measure. A dynamic tree-cutting algorithm (cutree Hybrid) assigned initial modules using default parameters but with a few modifications (i.e., deepSplit = 4, cutHeight = 0.999, min Module size = 40, dthresh = 0.25, and pamStage = FALSE). These coexpressed gene modules were used to calculate module eigengenes (MEs; or 1st principal component of the module), with reference to a given module of photoperiod-induced M or nM states. A module hub was defined by module membership (kME) values, which are calculated values of Pearson’s correlation coefficient between gene and ME; genes with kME < 0.7 were excluded from the module. The iGraph package was used for network visualization (Csardi and Nepusz, 2006).

## Results

### Differences in Seasonal Phenotypes

Buntings differed in behavior and physiology between the states (Figure 1). In the M state, they exhibited nocturnal *Zugunruhe* and overall increased 24-h activity, and in the nM state, they exhibited only daytime activity and thus lower 24-h activity (Figures 1A,B). In addition, in the M state, there was a significantly higher FI, body mass, blood glucose, and triglycerides, as compared with the same variables in the nM state (*p* < 0.05; Student’s *t*-test; Figures 1I–K,M,N). Conversely, baseline surface body temperature (mean of six temperature measurements over 24 h) was significantly higher in the nM state than in the M state (Figure 1L). Overall, we found a significant positive correlation between FI and body mass (r = 0.68, *p* = 0.016; Figure 1K). Furthermore, there was a difference in liver histology between M and nM states; liver cells were found laden with accumulated fat in the M state (Figures 1E–H).

**FIGURE 1:**
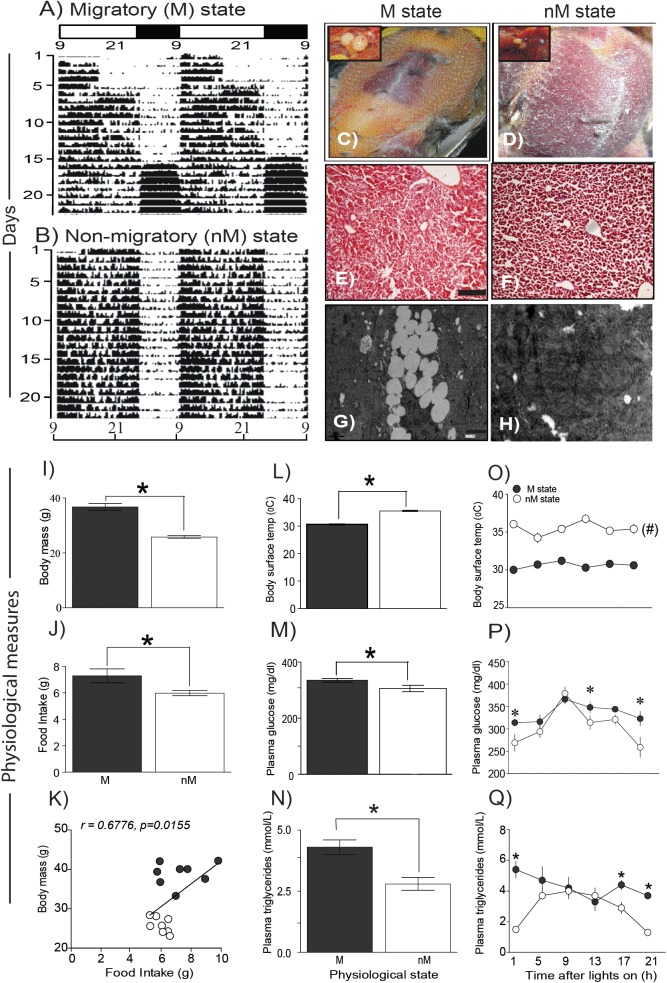
Phenotypic and physiological measures in migratory and non-migratory seasonal states. **(A**,**B)** representative actograms plotted on clock hours (L_on_ 09:00 am; L_off_ 01:00 am) under photostimulated migratory (M) and photorefractory non-migratory (nM) states. **(C**,**D)** show fat deposition in M and nM states, respectively, along with relative testis size in the left top inset. Similarly, histological details in H-E stained simple microscopy, scale bar 200 μm **(E,F)** and transmission electron microscopy of liver sections are shown, scale bar 1 μm **(G**,**H)** under M (left) and nM (right) states. Note, lipid laden liver cells in the M state **(G)**. **(I–K)** mean (±SEM) body mass and daily food intake and correlation of food intake on body mass under M and nM states. **(L–N)** mean (±SEM) basal surface body temperature, blood glucose and triglycerides levels. Also, shown are 24-h changes in surface body temperature **(O)** and blood glucose **(P)** and triglycerides levels in two states **(Q)**. All data points are mean ± SEM for six birds. Student’s *t*-test compared M and nM states, if it involved one time-point. Furthermore, we used one-way ANOVA to determine the significant difference over 24-h, and two-way ANOVA to test if the effect was dependent on the physiological state. Bonferroni post-test was used to compare two states, if two-way ANOVA indicated a significant difference. An asterisk (^∗^) indicates a significant difference at particular time-point(s) and # shows if the difference was significant at all the time points between M and nM states. For significance, alpha was set at 0.05.

Interestingly, blood glucose and triglycerides levels were high for most of the day in the M state, whereas surface body temperature was high throughout the 24-h period in the nM state (*p* < 0.05, Bonferroni posttest; Figures 1O–Q). Furthermore, in the M state but not in the nM state, there were significant 24-h variations in blood glucose (*F*_5,23_ = 4.47, *p* = 0.0008; h^2^ = 0.554) and triglyceride levels (*F*_5,23_ = 9.248, *p* = 0.0002, h^2^ = 0.720; 1-way ANOVA) and a significant 24-h rhythm (as shown by cosinor analysis) (Figures 1P,Q). Conversely, surface body temperature showed a significant 24-h variation in the M state only (*F*_5,53_ = 9.248, *p* = 0.0092, h^2^ = 0.266; 1-way RM ANOVA; Figure 1O). Overall, there was a significant effect of the seasonal state on glucose level (*F*_1,36_ = 8.024, *p* = 0.0075; h^2^ = 0.182), triglycerides level (*F*_1,36_ = 19.22, *p* < 0.0001; h^2^ = 0.348), and surface body temperature (*F*_1,102_ = 358.0, *p* < 0.0001; h^2^ = 0.778). Time of day affected only glucose (*F*_5,36_ = 6.158, *p* = 0.0075; h^2^ = 0.461) and triglycerides (*F*_5,36_ = 2.589; *p* = 0.05; h^2^ = 0.241) levels. Furthermore, the effect of the seasonal state was found dependent on the time of day on levels of triglycerides (*F*_5,36_ = 3.61, *p* = 0.0095; h^2^ = 0.334) and body temperature (*F*_5,102_ = 3.188, *p* = 0.0103; h^2^ = 0.135) but not on glucose (*F*_5,36_ = 1.072, *p* = 0.3921; h^2^ = 0.130) levels (2-way ANOVA; Figures 1O–Q).

### Differences in Gene Expression Between Seasonal States

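Liver RNA of 12 blackheaded buntings was sequenced, from 6 birds in the photostimulated migratory (M) state and 6 birds in the photorefractory non-migratory (nM) state, with 1 bird per state at each of 6 times of day (1, 5, 9, 13, 17 and 21 h after lights on, ZT1 to ZT21). In units of 1e6 reads, the M libraries held 13.8 to 28.9 (median 17.8) and the nM libraries 6.9 to 42.7 (median 12.8). The mean of these totals, from Supplementary Table S1, was 18.8, and the paper's stated average is 25; FPKM already divides by the mapped reads, so neither was used further. The authors removed adapters, low quality reads and ribosomal RNA reads, aligned the rest to the zebra finch genome with STAR and estimated FPKM per gene with Cufflinks 2.2.1. The deposited log2 values equalled log2(FPKM + 1) within 1e-06 in all 134952 cases, with no further scaling between libraries. Whole read numbers could not be recovered from these values, so no counting interval is given. Genes with FPKM above 0.1 in at least 10 libraries were compared between states by limma on log2(FPKM + 1), with the 6 times of day taken as 6 replicates of a state as in the supplementary Data Sheet, an FDR below 0.1 and an absolute log2 fold change above 0.1. A log2 fold change here is the difference between the state means of log2(FPKM + 1). For genes of low FPKM, such as CCDC177, JAK2 and DICER1, it is smaller in size than the log2 ratio of the FPKM values. Gene symbols came from Supplementary Tables S2 and S4, which name 4095 of the genes compared, and the gene lists were tested among the 3872 that Table S4 names. Table S4 lists genes that the paper called cyclic in these libraries, so the members tested are only a part of each pathway. The M library of ZT17 differed from the rest in several measures. Its FPKM values summed to 6.99 (in units of 1e6 FPKM) against 1.52 to 2.79 in the other 11 libraries, 1741 genes were at 0 against 379 to 1270, and its median rank correlation with the other libraries was 0.746 against at least 0.895.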

A total of 11,246 expressed sequenced tags (ESTs) with *p*-value ≤ 1 were assembled, mapped with reference to zebra finch genome, and analyzed to find DEGs, gene coexpression network, significant GO terms in modules, and key genes consequently (Figures 2A1,A2). These included a total of 4448 genes exhibiting daily oscillation, with 1831 and 2617 genes in M and nM states, respectively; 758 genes were common to both states (Figure 2A3). Furthermore, we found 569 DEGs (FDR < 0.1; Figures 2A4,A5 and Supplementary Table S2) with 131 upregulated and 438 downregulated genes in the M state, as compared with the nM state (FDR < 0.1, Figures 2A4,A5 and Supplementary Table S2). 

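In the M state, 138 genes followed a 24-h cosine over the 6 times of day, and in the nM state 268 did. Among clock genes, BHLHE40 and TEF, a repressor and an activator of clock-controlled transcription, were cyclic in the M state with their highest fitted values at ZT2 and ZT0. PER2, a core component of the negative limb, and ARNTL2, a paralog of ARNTL, were cyclic in the nM state, highest at ZT4 and ZT18. A single bird stood for each time of day within a state. Each of these genes had p = 0.0167 in an exact permutation test of Kendall's rank statistic over the 720 orderings of 6 values, the smallest p that 6 values allow. At that p, 159.4 of the 9566 genes would pass by chance in each state. After adjustment across genes none passed at 0.05 (0 in each state, with 138 and 268 at an unadjusted p under 0.05), the smallest adjusted values being 0.993 in the M state and 0.606 in the nM state. A cosinor F test called 295 and 702 genes at an unadjusted p under 0.05. Genes cyclic in both states numbered 5, where 3.9 would be shared by chance (Fisher's exact test, p = 0.441). These were FN1, ENTPD5, RAP2C, RPA3 and the unnamed gene ENSTGUG00000012184, named here after their values were seen. With each value entered as a pair of replicates, 1857 and 2814 genes passed, and 20.2% of simulated genes without a cycle passed in that form.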

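Of the 9566 genes compared, 892 differed between states, with 272 higher and 620 lower in the M state. With FPKM rescaled to the same total in every library, a setting chosen after seeing the data, the balance turned, with 179 higher and 114 lower. The largest change was in TTR-1 (ENSTGUG00000010708; TTR is the symbol of transthyretin, a plasma carrier of thyroid hormone), at 73.6 ± 49.0 FPKM (SD, n = 6) in the M state and 17150 ± 11120 FPKM (SD, n = 6) in the nM state, a log2 fold change of -7.97 (standard error 0.47, adjusted p = 1.04e-06 from limma). CYP7B1, an enzyme of the alternative pathway of bile acid synthesis, had a log2 fold change of -2.84 (standard error 0.49, adjusted p = 0.0173). REST, a transcriptional repressor, and RCOR1, its corepressor, had log2 fold changes of -2.44 and -2.37 (adjusted p = 0.00881 and 0.0185). LONRF2 (-2.40, adjusted p = 0.00994) and FAM160A1 (-2.33, adjusted p = 0.045) were also lower in the M state. Higher in the M state were CCDC177, at 6.10 ± 2.25 against 0.211 ± 0.076 FPKM (SD, n = 6 per state; log2 fold change 2.49, standard error 0.23, adjusted p = 0.000171), and the ribosomal protein gene RPL35 (2.09, adjusted p = 0.0672). The protein kinase gene FES (1.82, adjusted p = 0.0375), SULT1E1, an estrogen sulfotransferase (1.81, adjusted p = 0.0476), and LSP1, a leukocyte protein that binds actin (1.79, adjusted p = 0.0398), rose as well, as did SHROOM4 (1.82, adjusted p = 0.0518), GPATCH4 (1.70, adjusted p = 0.0473) and ARL6IP4 (1.58, adjusted p = 0.0411). In each of these genes every M library lay beyond every nM library (exact two-sided Wilcoxon rank sum test, p = 0.00216, the smallest p that 6 against 6 libraries allow). Such complete separation was seen in 400 genes, 75 higher and 325 lower in the M state, and chance gives 0.216% of genes, or 20.7. That chance value is an average and makes no allowance for genes that vary together. With the M library of ZT1 and the nM library of ZT5 exchanged, 1017 genes separated, so the count also reflects a structure of the samples. With 1 library left out, the count of 892 became 1979 without the M library of ZT1, 1576 without the nM library of ZT5 and 1155 without the M library of ZT17. It was 200 without the M library of ZT5, 560 without that of ZT9, 503 without that of ZT13 and 521 without that of ZT21. Among the nM libraries it was 426 without ZT1, 404 without ZT9, 414 without ZT13, 269 without ZT17 and 254 without ZT21. Without the M library of ZT5, 6 of the 20 genes with the largest changes (10 in each direction, chosen by a set rule) no longer passed, among them RPL35, FAM160A1, GPATCH4, SULT1E1 and SHROOM4 (highest adjusted p 0.15 with 1 library left out).

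**Figure D1:**
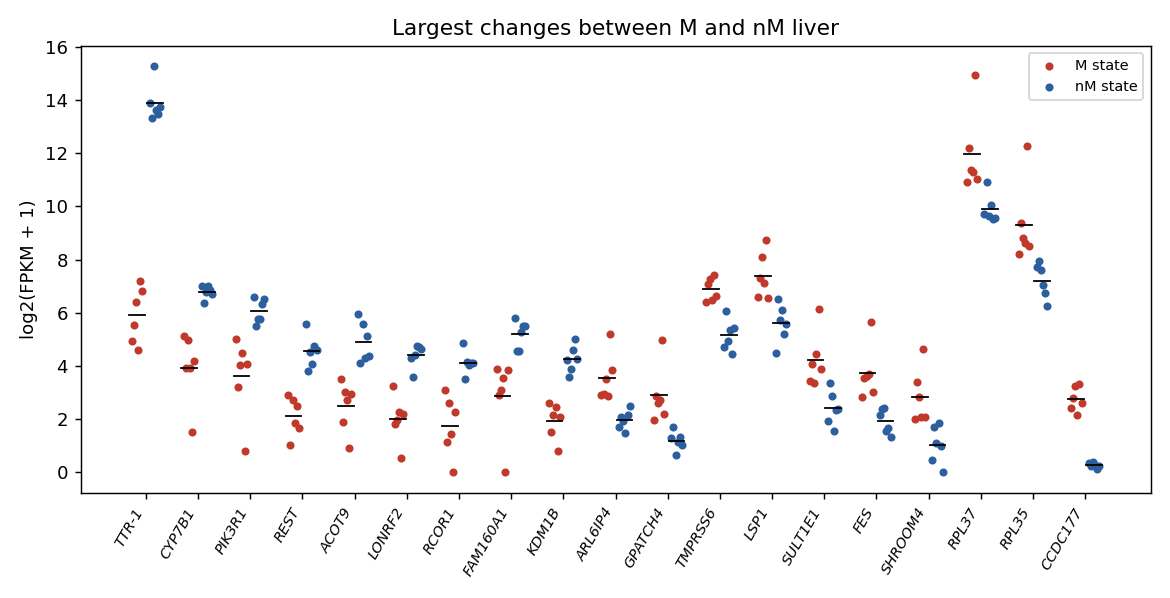
log2(FPKM + 1) in each of the 6 M and 6 nM libraries for genes with the largest changes that separate the states completely. Each point is 1 library and each bar is the mean of a state. TTR-1 has the widest gap, from 73.6 to 17150 mean FPKM.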

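PER2 and NR1D2, a clock repressor of the nuclear receptor family, had the clearest 24-h variation across both states. PER2 was 8.58 FPKM at ZT5 and 0.191 FPKM at ZT17 in the M state, and 28.9 and 0.633 FPKM at the same times in the nM state. In a limma fit with state and a 24-h cosine, its amplitude was 2.04 on the log2 scale with a peak at ZT4.9 (adjusted p = 0.0072), and that of NR1D2 was also 2.04 with a peak at ZT0.2 (adjusted p = 0.017). FSD2 (peak at ZT20.2, adjusted p = 0.0523), C12orf28 (peak at ZT17.8, adjusted p = 0.0671) and COQ10B (peak at ZT2.4, adjusted p = 0.0671) were the other genes at an FDR below 0.1, named after their values were seen. These 5 genes were the whole count at that FDR, and 788 genes had an unadjusted p under 0.05. A rhythm that differed between the states was found for 0 genes by limma, with 266 at an unadjusted p under 0.05, and also for 0 genes by regression without moderation (287 at an unadjusted p under 0.05). With 1 library left out the limma count stayed at 0. The genes at an unadjusted p under 0.05 then numbered from 145 (without the M library of ZT1) to 1014 (without that of ZT13). Without the M library of ZT17, 37 genes passed for the shared rhythm; without the M library of ZT5, the nM library of ZT5 or the nM library of ZT9, 2 genes did; without the M library of ZT21, the nM library of ZT1 or the nM library of ZT21, 3 did.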

A time-course heat map also shows this and indicates a 24-h variation in DGEs (Figure 2A4).

**FIGURE 2:**
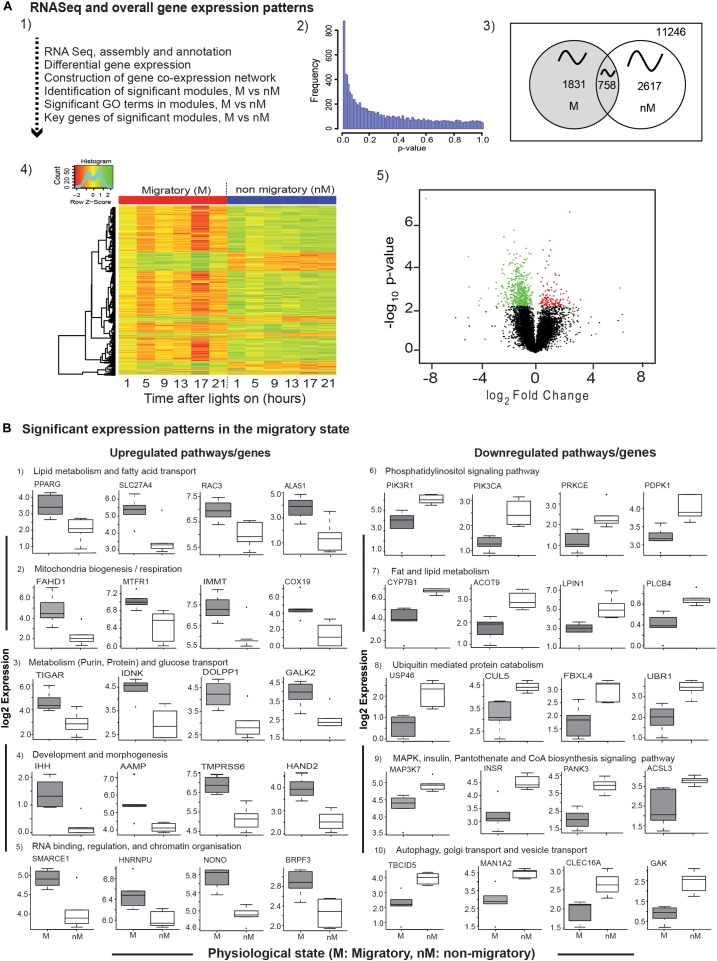
Transcriptome-wide differential gene expression analyses. Top panel (**2A1–A5**): The flow-chart outlines steps of RNA sequencing, differential gene expression (DGE) analysis, and coexpression network analysis **(A1)**; the distribution of nominal p-values from linear regression model employed to detect differential expression between photostimulated migratory (M) and photorefractory non-migratory (nM) states **(A2)**; Venn diagram showing number of cyclic genes in M and nM states, as well as common to both states oscillating with an approximately 24-h period **(A3)**; heatmap of 569 differentially expressed genes in two states (FDR < 0.1), in which scaled expression values are color coded; green- upregulated; red – downregulated **(A4)**, and volcano plot showing the log_2_fold change and negative log_10_ nominal p-value for all the expressed genes, in which green and red circles represent downregulated and upregulated genes in the M state, as compared with the nM state **(A5)**. Bottom panels **(B)**: boxplots of significantly upregulated (left half; **B1–B5**) and downregulated (right half; **B6–B10**) genes included in a specific pathway, in the M state as compared with the nM state. Each boxplot is log_2_FPKM expression value in 5–95% intervals (outliers are shown dots). Wilcox Rank sum test was used to determine the significant change. For significance, alpha was set at 0.05.

To evaluate transcriptional signatures in the liver, we identified pathways enriched with genes implicated in various biological processes. 

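Of 20 genes of lipid handling, mitochondria, sugar metabolism, development and RNA binding that the study picked (Fig. 2B1 to 2B5), 18 passed the filter on low values, of which 15 rose, none fell and 3 did not pass (18 higher when adjusted over the list alone). The study chose these genes on the same libraries, so the count is not independent evidence of their direction, and the fixed lists did not pass for fatty acid and triglyceride synthesis, beta-oxidation (adjusted p = 0.919 each) or glycolysis and gluconeogenesis (0.455). All 4 genes of lipid handling rose: PPARG, a regulator of adipogenesis and lipid storage, from 3.48 ± 1.78 FPKM in the nM state to 11.4 ± 5.75 FPKM in the M state (SD, n = 6 per state; log2 fold change 1.45, adjusted p = 0.0518), the fatty acid transport protein SLC27A4 (log2 fold change 1.71, adjusted p = 0.0457), RAC3 (0.96, adjusted p = 0.0646) and ALAS1, the first enzyme of haem synthesis (2.35, adjusted p = 0.0355). FAHD1 (2.52, adjusted p = 0.0379) and IMMT, an organizer of the inner mitochondrial membrane (1.34, adjusted p = 0.0518), rose, while MTFR1 had a log2 fold change of 0.55 (adjusted p = 0.135). COX19, an assembly factor of cytochrome oxidase, was listed at 0 in 3 nM libraries and was not tested; from ZT1 to ZT21 its FPKM was listed as 7.475, 21.71, 20.34, 19.62, 142.4 and 16.86 in the M state and as 8.723, 0, 3.375, 0, 0 and 4.776 in the nM state. TIGAR, a regulator of glycolysis (1.70, adjusted p = 0.0495), IDNK, a gluconate kinase (1.50, adjusted p = 0.0291), GALK2, a galactokinase (1.44, adjusted p = 0.0495), and DOLPP1 (1.25, adjusted p = 0.0518) rose. Of the developmental genes, HAND2, a transcription factor (1.43, adjusted p = 0.0173), TMPRSS6, a protease that controls hepcidin expression (1.73, adjusted p = 0.0173), and AAMP (1.40, adjusted p = 0.0529) rose, and IHH, a hedgehog ligand, which was not tested, was listed from ZT1 to ZT21 at 2.554, 2.098, 0.9961, 0.9143, 3.31 and 0.8869 FPKM in the M state and at 0.1093, 0.8301, 0, 0, 0.09474 and 0.1325 in the nM state. SMARCE1, a chromatin remodeler subunit, rose (0.87, adjusted p = 0.0609), whereas BRPF3 had a log2 fold change of 0.61 (adjusted p = 0.11). Of the 15 calls, 10 were lost without the M library of ZT5, 9 without the nM library of ZT17, 8 without the nM library of ZT21 and 5 or fewer without any other; calls for ALAS1, IDNK, HAND2, TMPRSS6 and NONO held without any single library.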

We found upregulated pathways enriched with genes associated mainly with fatty acid transport, lipid synthesis and regulation (*PPARG*, *SLC27A4*, *RAC3*, *ALAS1*; Figure 2B1), mitochondrial biogenesis and respiration (*FAHD1*, *MTFR1*, *IMMT*, *COX19*; Figure 2B2), glucose transport, purine-, protein-, and carbohydrate- metabolism (*TIGAR*, *IDNK*, *PPARG*, *GALK2*; Figure 2B3), development, angiogenesis and matrix remodeling pathways (*IHH*, *AAMP*, *TMPRSS6*, *HAND2*; Figure 2B4), RNA binding, regulation, and chromatin organization (*SMARCE1*, *HNRNPU*, *NONO*, *BRPF3*; Figure 2B5). Similarly, downregulated pathways were found to be enriched with genes associated mainly with phosphatidylinositol signaling (*PIK3R1*, *PIK3CA*, *PRKCE*, *PDPK1*; Figure 2B6), lipid and fat metabolism (*CYP7B1*, *ACOT9*, *LIPIN1*, *PLCB4*; Figure 2B7), ubiquitin mediated protein catabolism (*USP46*, *CUL5*, *FBXL4*, *UBR1*; Figure 2B8), MAPK signaling pathway (*MAPK37*, Figure 2B9), pantothenate and CoA biosynthesis signaling pathways (*INSR*, *PANK3*, *ACSL3*; Figure 2B9), autophagy, Golgi transport, and vesicle transport (*TBCID5*, *MAN1A2*, *CLEC16A*, *GAK*; Figure 2B10).

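Of the 20 signaling, ubiquitin and transport genes that the study picked for Fig. 2B6 to 2B10, 18 fell, none rose and 2 did not pass (20 lower when adjusted over the list alone). These genes too were chosen on the same libraries, so the count is not independent evidence, and the fixed list of 34 ubiquitin ligases and conjugating enzymes did not pass (median -0.05, adjusted p = 0.953). UBR1 and CUL5 are not among those 34, since only Table S2 names them. The phosphatidylinositol signaling genes PIK3R1, the regulatory subunit of phosphoinositide 3-kinase (log2 fold change -2.47, adjusted p = 0.0375), PIK3CA, a catalytic subunit (-1.20, adjusted p = 0.0299), PRKCE (-1.19, adjusted p = 0.0464) and PDPK1 (-0.80, adjusted p = 0.0582) all fell. LPIN1, a phosphatidate phosphatase of triglyceride synthesis, was 7.15 ± 3.66 FPKM in the M state and 43.7 ± 39.4 in the nM state (SD, n = 6 per state; log2 fold change -2.28, adjusted p = 0.0322). PLCB4, a phospholipase C, had a log2 fold change of -0.51 (adjusted p = 0.122). The ubiquitin pathway genes USP46 (-1.52, adjusted p = 0.0237), CUL5 (-1.26, adjusted p = 0.0322), FBXL4 (-1.23, adjusted p = 0.0379) and UBR1 (-1.46, adjusted p = 0.0237) fell, as did INSR, the insulin receptor, from 22.0 ± 4.21 FPKM in the nM state to 8.91 ± 4.17 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.28, adjusted p = 0.0242). MAP3K7, a kinase upstream of MAPK, had a log2 fold change of -0.64 (adjusted p = 0.11), although all M libraries lay below all nM libraries. The transport genes TBC1D5 (-1.78, adjusted p = 0.0242), MAN1A2 (-1.63, adjusted p = 0.028), GAK (-1.59, adjusted p = 0.0173) and CLEC16A (-0.69, adjusted p = 0.085) fell. Without the M library of ZT5, 4 of the 18 calls were lost (PRKCE, PDPK1, ACSL3 and CLEC16A, highest adjusted p 0.177 with 1 library left out); the other 14 held without any single library.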

### Coexpression Network Analysis

The WGCNA created gene modules and identified two significant modules from 17 generated modules based on shared similar gene expression patterns (Bonferroni- correction *p* < 0.05; Figures 3A,B). 

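The hub genes of both modules differed in rank between the states, with some overlap. Values were present for 6 hub genes of the blue module, all with a higher mean in the M state, and their first principal component held 94.6% of their variance and was higher in the M state (median 0.102 against -0.248; exact two-sided Wilcoxon rank sum test, p = 0.0152, n = 6 per state). For the 9 hub genes of the turquoise module, all with a lower mean in the M state, the first principal component held 95.8% of the variance and was lower in the M state (median -0.184 against 0.247; exact two-sided Wilcoxon rank sum test, p = 0.00433, n = 6 per state). On the blue component the M library of ZT1 (-0.148) lay below the nM libraries of ZT1 (-0.122) and ZT5 (0.082), and that of ZT21 (0.053) below the latter; on the turquoise component the M library of ZT1 (0.11) lay above the nM library of ZT5 (-0.045). These components were built from the hub genes that the paper's text names and Tables S2 and S4 identify, not from the whole modules. The study chose the hub genes on the same libraries, so the direction is not independent evidence. The smallest p that 6 against 6 libraries allow is 0.00216.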

Within each module, a network of the top 25 genes with shared expression patterns (i.e., significantly upregulated in a state) was identified as blue module (M state: *p* = 0.015; Figures 3D,E) or turquoise module (nM state: *p* = 0.0043, Wilcox test; Figures 3G,H). Gene ontology terms highlight biological processes that are enriched in a set of genes in a state (Figures 3F,I). In particular, the blue module was found to be enriched in a diverse number of significant GO terms involved in processes like ribo-nucleoprotein complex, mitochondria, ribosome biogenesis, oxidation reduction process, metabolic process, fatty acid metabolism, and ATP binding (*p* < 0.0001; Fisher test, Supplementary Table S3). Similarly, the turquoise module was found to be enriched in GO terms involved in the ubiquitin-dependent protein catabolic process, Golgi organization, histone acetyltransferase activity, protein phosphorylation, protein kinase activity, and MAPK activity (*p* < 0.0001; Fisher test, Supplementary Table S3).

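As lists, mitochondrial ribosomal protein and splicing factor genes were higher in the M state at the preset correlation and not at an estimated one. The estimated correlation between members was 0.78 and 0.27, against the preset 0.01, so the adjusted p at the preset one overstates the evidence. Only the members of each fixed list that Table S4 names were tested. Of 20 mitochondrial ribosomal protein genes, a list fixed before the data were examined, 2 rose and none fell (2 higher when adjusted over the list alone), with a median log2 fold change of 0.60 (camera, adjusted p = 0.00138; adjusted p = 0.635 with an estimated correlation). These were MRPL46, from 21.3 ± 11.6 FPKM in the nM state to 115.8 ± 146.7 FPKM in the M state (SD, n = 6 per state; log2 fold change 1.90, adjusted p = 0.0568), and MRPL39 (1.20, adjusted p = 0.0848). Of 11 splicing factors of the SR and hnRNP families, 7 rose and none fell (8 higher and 1 lower when adjusted over the list alone), with a median of 0.83 (camera, adjusted p = 9.72e-05; adjusted p = 0.635 with an estimated correlation). HNRNPH3 rose from 22.6 ± 34 FPKM in the nM state to 113.0 ± 108.6 FPKM in the M state (SD, n = 6 per state; log2 fold change 2.56, adjusted p = 0.0522), HNRNPA3 had a log2 fold change of 2.51 (adjusted p = 0.0518) and SRSF6, an SR protein, of 1.28 (adjusted p = 0.0546). Of 9 cytosolic aminoacyl-tRNA synthetases, which charge transfer RNAs for translation, 1 (DARS, log2 fold change 0.79, adjusted p = 0.0729) rose and none fell (3 higher when adjusted over the list alone), and the list did not pass (median 0.66, adjusted p = 0.0578; 0.635 with an estimated correlation). At the preset correlation it passed without the M library of ZT5 (0.0275) or ZT9 (0.0407) or the nM library of ZT21 (0.0363), with no filter (0.0485), with cosine and sine terms (0.0471), with reads as a covariate (0.0432) and, in settings chosen after seeing the data, with equal totals (0.0421) and with genes above 0 in every library (0.0167). None of the 14 genes of fatty acid beta-oxidation and ketogenesis rose or fell (median -0.13, adjusted p = 0.919; none when adjusted over the list alone); of these CPT2, a carnitine palmitoyltransferase, had a log2 fold change of -0.79 (adjusted p = 0.182). In the M library of ZT17, all 20 mitochondrial ribosomal protein genes lay above the mean of the other M libraries, by a median of 2.2 log2 units, and 9 of the 11 splicing factors by a median over the list of 0.68. Without that library the medians were 0.19 (adjusted p = 0.0399) and 0.79 (adjusted p = 0.00024). Calls for the genes named here were lost without the M library of ZT5, and for MRPL46, MRPL39 and DARS also without 5 or more of the other libraries (highest adjusted p 0.16).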

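Among 34 ubiquitin-protein ligases and conjugating enzymes, the members of a list fixed before the data were examined that Table S4 names, 1 rose, 1 fell and 32 did not pass (none when adjusted over the list alone; median log2 fold change -0.05, camera adjusted p = 0.953). The gene that rose was CDC20, an activator of the anaphase-promoting complex (log2 fold change 0.98, adjusted p = 0.0897), and the one that fell was TRIP12, a ubiquitin ligase, from 35.5 ± 9.20 FPKM in the nM state to 13.6 ± 7.41 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.55, adjusted p = 0.0696). WWP1, another ligase, was 23.2 ± 7.68 FPKM in the M state and 11.5 ± 4.67 in the nM state (SD, n = 6 per state; log2 fold change 1.04, adjusted p = 0.105). The ligase genes TRAF6, UBE3C, MDM2, UBR1 and CUL5 belong to the list as written and fell, but only Table S2 names them, so they are not among the 34. Of 12 histone acetyltransferases and deacetylases that Table S4 names, 1 fell and 11 did not pass (1 higher and 1 lower when adjusted over the list alone; median 0.10, adjusted p = 0.84); the one that fell was NCOA2, and KAT6A and KAT6B, which only Table S2 names, fell as well. CREBBP, a histone acetyltransferase, had a log2 fold change of -0.57 (adjusted p = 0.199) and the deacetylase SIRT3 of 0.88 (adjusted p = 0.168). The call for TRIP12 was lost without 6 of the 12 libraries in turn (highest adjusted p 0.146) and that for CDC20 without 11 (highest 0.17).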

**FIGURE 3:**
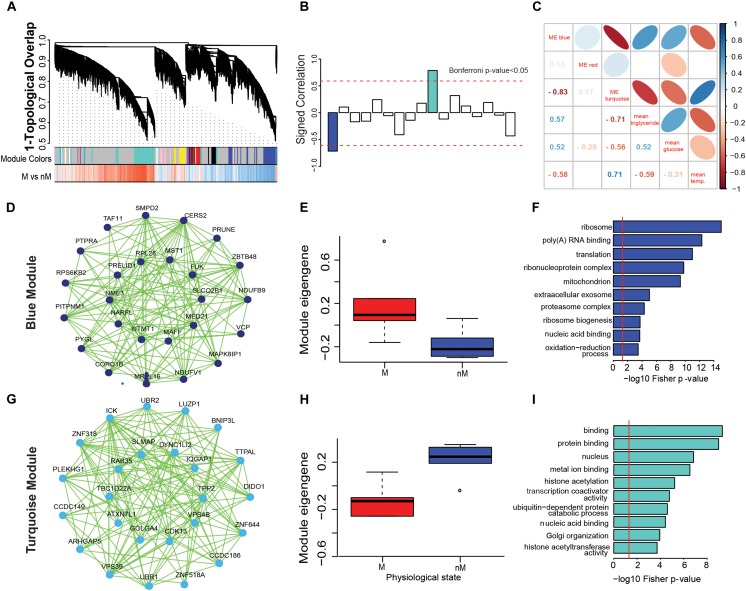
Gene coexpression networks associated with different physiological states. **(A–H)**: Weighted gene coexpression network analysis (WGCNA) to show modular hub genes and pathways. **(A)** the hierarchical clustering of genes based on 1-topological overlap (1-TO) distance plotted with signed coexpressed modules. **(B)** signed correlation of module eigengenes (first principal component of the module) with physiological states, with reference to increased (+ve values) and decreased (-ve values) coexpression patterns in the refractory non-migratory (nM) state. Horizontal dotted red lines indicate threshold significance, as determined by Bonferroni correction. **(C)** pearson’s correlation of module eigengenes with physiological measures (blood glucose and triglycerides levels and surface body temperature). **(D,G)** show the coexpression network of first 25 hub genes that were upregulated in M (migratory: blue module, **D**) and nM (turquoise module, **G**) states. In the inner circle of each module lie genes that showed highest correlation with a module eigengene value. **(E,H)** show boxplots of relative module eigengene expression between M and nM states in blue **(E)** and turquoise **(H)** modules, with significance determined by Wilcox Rank sum test (the outlier values are shown by a dot). **(F,I)** are the gene ontology term enrichment of blue and turquoise modules, respectively. For significance, alpha was set at 0.05.

In order to better understand the physiological relevance of the significant modules, we determined the correlation of physiological parameters (blood glucose and triglycerides levels and surface body temperature) with the eigengene of each module. The eigengene of the blue module (M state) showed a positive correlation with blood glucose (r = 0.5) and triglycerides (r = 0.57) levels and negative correlation (r = -0.58) with surface body temperature (Figure 3C). Conversely, there was a positive correlation between the eignegene of the turquoise module (nM state) with surface body temperature (r = 0.7) and a negative correlation with blood glucose (r = -0.55) and triglycerides (r = -0.7) levels (Figure 3C).

### WGCNA Derived Physiological State Specific Coexpressed Hub Genes

Of the top 25 hub genes that were included in modules, we found significant differences in FPKM log_2_ expression values of 16 genes in the blue module and 21 in the turquoise module (*p* < 0.05; Wilcox test, Supplementary Figure S1). The blue module included genes involved in molecular processes mediated by ribosomal proteins (*RPS6KB2*, *RPL26*; Supplementary Figure S1A), mitochondrial respiration and membrane protein (*NDUFB9*, *PRELID1*, *MRPL16*; Supplementary Figure S1A), cell proliferation, growth and differentiation (*CORO1B*, *PRUNE*; Supplementary Figure S1A), vesicle transport (*VCP*; Supplementary Figure S1A), glycogen storage, glycolipid synthesis, sphingolipid metabolism (*PYGL*, *FUK*, *CERS2*; Supplementary Figure S1A), phosphatidylinositol, MAPK pathway (*PITPNM1*; Supplementary Figure S1A), transcription factor and regulation (*MED21*, *MAFF*, *ZBTB48*; Supplementary Figure S1A), and hepatic growth factor (*MST1*; Supplementary Figure S1A).

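Of the blue module's hub genes, 6 could be matched by symbol and were tested, of which 2 rose, none fell and 4 did not pass (6 higher when adjusted over the list alone). The study chose them on these libraries, so the count is not independent evidence. MED21, a subunit of the Mediator complex, was 365.9 ± 598.6 FPKM in the M state and 29.6 ± 36.7 FPKM in the nM state (SD, n = 6 per state; log2 fold change 3.07, standard error 0.81, adjusted p = 0.0546). PRELID1, a mitochondrial lipid transfer protein, was 1261 ± 1795 FPKM in the M state and 253.3 ± 104.0 FPKM in the nM state (SD, n = 6 per state; log2 fold change 1.63, adjusted p = 0.1). PYGL, the liver glycogen phosphorylase, had a log2 fold change of 0.88 (adjusted p = 0.139), MAFF, a small Maf transcription factor, of 0.91 (adjusted p = 0.151) and PITPNM1, a phosphatidylinositol transfer protein, of 0.60 (adjusted p = 0.158). In all 6 genes the exact two-sided Wilcoxon rank sum test between states gave p under 0.05. PRELID1 was at 4910 FPKM in the M library of ZT17 against 336 to 798 in the other M libraries. The MED21 call was lost without 4 of the libraries in turn and the PRELID1 call without 9 (highest adjusted p 0.183).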

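The hub genes of the turquoise module that could be matched by symbol were lower in the M state. Of 9 such genes, 8 fell, none rose and 1 did not pass (9 lower when adjusted over the list alone); the study chose them on these libraries, so the count is not independent evidence. TPP2, a peptidase acting downstream of the proteasome, fell from 40.9 ± 15.1 FPKM in the nM state to 14.4 ± 7.25 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.51, adjusted p = 0.0451). CCDC149 (-1.97, adjusted p = 0.0355) and CCDC186 (-1.33, adjusted p = 0.0369) fell, as did BNIP3L, a mitophagy receptor (-1.06, adjusted p = 0.0924), CDK13, a kinase of transcription elongation (-0.71, adjusted p = 0.0884), and SLMAP (-0.91, adjusted p = 0.0692). ZNF318 had a log2 fold change of -0.78 (adjusted p = 0.112). Without the M library of ZT5 or either of the nM libraries of ZT17 and ZT21, 6 of the 8 calls were lost in each case (highest adjusted p 0.188); CCDC149 and CCDC186 held without any single library.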

The turquoise module hub gene network included genes that were found associated with ubiquitin and proteolytic pathways (*UBR2*, *TPP2*; Supplementary Figure S1B), mitochondrial protein catabolic process (*BNIP3L*; Supplementary Figure S1B), protein transporter and anti-apoptotic activity (TTPAL, ICK; Supplementary Figure S1B), transcriptional regulation (*IZNF318*, *ZNF644*, *ZNF318*, *CDK13*; Supplementary Figure S1B), smad pathway (*VPS39*; Supplementary Figure S1B), retrograde transport at *trans*-Golgi network (*RAB35*, *GOLGA4*, *SLAMP*; Supplementary Figure S1B), Rho GTPase activity (*IQGAPI*, *ARHGAP5*, *TBC1D22A*, *PLEKHG1*; Supplementary Figure S1B), and peripheral protein coding genes (*ATXN7LI*, *CCDC149*, *CCDC186*; Supplementary Figure S1B).

#### Cyclic Transcripts: Circadian Genes and Epigenetic Modifiers

Given the role of circadian rhythms in the regulation of photoperiodic seasonal states in blackheaded buntings (Singh et al., 2015; Trivedi et al., 2015; Mishra et al., 2017a,b), we identified genes that showed 24-h oscillations. These cyclic genes included *PER2*, *CRY1*, *CRY2*, *ARNTL* (*BMAL1*), *CLOCK*, and *NPAS2*, which are known to be the core genes of circadian timekeeping (Figure 4B and Supplementary Table S4; JTK analysis). 

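Of these 6 genes, 5 could be matched to the files, and PER2 was the one with the lowest p within a state. In the exact permutation test over the 6 times of day, PER2 had p = 0.0833 in the M state and 0.0167 in the nM state. CRY1 had p = 0.2 and 0.0833, CRY2 0.0833 and 0.6, and NPAS2, a partner of ARNTL, 0.0833 in each state in the same exact test. CRY1 peaked at 72.3 FPKM at ZT13 in the M state and at 157.8 FPKM at ZT13 in the nM state, and NPAS2 at 7.63 FPKM at ZT13 and 39.9 FPKM at ZT17. ARNTL was listed at 0 FPKM in all 12 libraries, and no identifier carried the symbol CLOCK. Between states, none of the 4 genes tested rose or fell (none when adjusted over the list alone); their log2 fold changes lay between -0.88 and -0.47, with PER2 lower in the M state at all 6 times of day and CRY1 at 5. In the fits that take up the time of day PER2 passed, with the time point as a block (log2 fold change -0.89, adjusted p = 0.0906) and also with cosine and sine terms, and CRY1, CRY2 and NPAS2 did not. CRY2 was at 2.79 FPKM in the M library of ZT17 against 19.5 to 31.1 in the other M libraries.

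**Figure D2:**
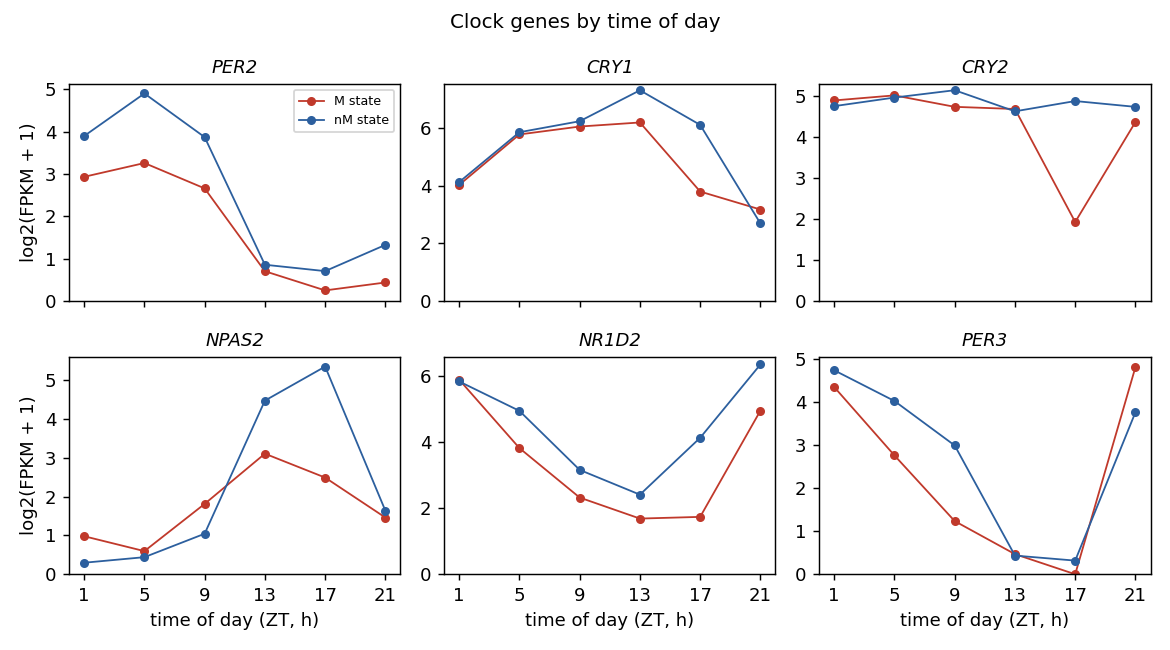
log2(FPKM + 1) of 6 clock genes at each time of day, in h after lights on. Each point is 1 bird of the M or nM state, and PER2 is highest at ZT5 in both states.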

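Of the RNA-binding regulators HNRNPU and NONO, NONO was higher in the M state, at 52.8 ± 7.84 FPKM against 29.2 ± 3.56 in the nM state (SD, n = 6 per state; log2 fold change 0.83, standard error 0.19, adjusted p = 0.0375), with every M library above every nM library. HNRNPU was 91.0 ± 19.0 FPKM in the M state and 63.6 ± 6.87 in the nM state (SD, n = 6 per state) and did not pass (log2 fold change 0.49, adjusted p = 0.147), although it was higher in the M state at 6 of 6 times of day.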

Additional upregulated circadian timekeeping genes included *HNRNPU* (heterogeneous nuclear ribonucleoprotein) *NONO* (Non-POU domain containing Octamer-binding), and *RORA* (retinoid related orphan receptor-alpha) that are involved in the regulation of *ARNTL/BMAL1*. Similarly, *NCOA2*, which acts as a transcriptional coactivator for the CLOCK-ARNTL/BMAL1 heterodimer complex, was upregulated in the nM state (Figure 4B). 

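NCOA2 was 11.1 ± 2.55 FPKM in the nM state and 3.80 ± 1.43 FPKM in the M state (SD, n = 6 per state), a log2 fold change of -1.36 (standard error 0.25, adjusted p = 0.0173). Every nM library lay above every M library, and the call held without any single library.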

Upregulated epigenetic modifier proteins in the nM state included histone methyltransferase (*SUV39H2*, *KMT2A*; Figure 4B) and histone demethylase (*KDM5A*), and aryl hydrocarbon receptors (*AHR*s), a ligand-activated helix-loop-helix transcription factor, which functions as a regulator of xenobiotic metabolizing enzymes in the liver (Figure 4B). 

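All 5 of the chromatin and receptor genes measured here, SUV39H2, KMT2A, KDM5A, KDM7A and AHR, were lower in the M state. KDM5A was 4.24 ± 1.52 FPKM in the M state and 10.4 ± 3.51 in the nM state (SD, n = 6 per state; log2 fold change -1.13, adjusted p = 0.0379), and AHR was 6.72 ± 4.55 and 24.1 ± 10.6 FPKM (SD, n = 6 per state; log2 fold change -1.75, adjusted p = 0.026). SUV39H2 had a log2 fold change of -1.23 (adjusted p = 0.0473) and KMT2A of -0.85 (adjusted p = 0.0728). Of 8 histone lysine methyltransferases and demethylases that Table S4 names, from a list fixed before the data were examined, 3 fell, none rose and 5 did not pass (4 lower when adjusted over the list alone), and the list as a whole did not pass (median -0.29, camera adjusted p = 0.226). The third of those that fell was SETD7, a lysine methyltransferase (log2 fold change -1.69, adjusted p = 0.0257). With the 11 members that both naming tables give, a setting chosen after seeing the data, the list passed at the preset correlation (adjusted p = 0.0163), which is partly built in, since the added names come from a table that holds only genes that differed; an estimated correlation, run for the 8 members, gave 0.635. The SUV39H2 call was lost without the M library of ZT5 or the nM library of ZT17 or ZT21, and the KMT2A call without any of 9 libraries (highest adjusted p 0.151).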

In the nM state, we also found upregulated genes that encode epigenetic regulators at post-transcription and translation levels and included chromatin modifiers with acetyl transferase and demethylase activities (*SMARCE1*, *BPRPF3*, *KAT2A*, *KAT6B*, *KDM1B*), RNA processing and metabolism (*RBM39*, *RNP81*, *SRSF1*, *DCPIA*, *SETX*), transcriptional repression in a methyl dependent manner, and endonucleases (*ZBTB38*, *ZC3H12C*; Figure 4A and Supplementary Table S2). Additionally, *DICER* and small nucleolar Cajal body specific RNA genes (*SNORD16*, *SNORNA81*, *SCARNA15*), which serve as important post-transcriptional regulators in miRNA biogenesis and non-coding RNA dependent regulation of transcription were upregulated in the nM state (Figure 4A).

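Of the chromatin and RNA processing genes that could be matched by symbol, KDM1B, KAT6B, DCP1A, ZBTB38 and ZC3H12C were lower in the M state, and RBM39 and RNPS1 higher. KDM1B, a histone demethylase, was 3.17 ± 1.63 FPKM in the M state and 19.3 ± 7.13 in the nM state (SD, n = 6 per state; log2 fold change -2.32, standard error 0.33, adjusted p = 0.00719). The acetyltransferases KAT6B and KAT6A had log2 fold changes of -0.84 (adjusted p = 0.0805) and -0.82 (adjusted p = 0.0728). The decapping factor DCP1A (-1.43, adjusted p = 0.0422), the methyl-DNA binding repressor ZBTB38 (-1.44, adjusted p = 0.045) and ZC3H12C (-0.72, adjusted p = 0.0732) fell. The splicing factor RBM39 was 108.9 ± 8.36 FPKM in the M state and 73.3 ± 13.3 in the nM state (SD, n = 6 per state; log2 fold change 0.58, adjusted p = 0.0962), and RNPS1 32.3 ± 3.17 and 21.5 ± 1.60 FPKM (SD, n = 6 per state; log2 fold change 0.57, adjusted p = 0.0805). SRSF1 did not pass (log2 fold change 0.50, adjusted p = 0.118), although each M library lay above each nM library. Of the 13 genes of this group and of the small RNA genes that were tested, 8 fell, 3 rose and 2 did not pass (8 lower and 5 higher when adjusted over the list alone), and the study chose them on these libraries. Without the M library of ZT5 or the nM library of ZT17, 10 of the 11 calls were lost in each case, all but KDM1B (highest adjusted p 0.194).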

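DICER1, the nuclease that processes microRNA precursors, was 2.35 ± 0.574 FPKM in the nM state and 0.915 ± 0.351 in the M state (SD, n = 6 per state; log2 fold change -0.81, adjusted p = 0.0518). The call was lost without the M library of ZT5 or without the nM library of ZT13, ZT17 or ZT21 (highest adjusted p 0.119). The small RNA genes were listed at 0 in too many libraries to be tested, and no direction is given for them, since a listed 0 does not show absence. From ZT1 to ZT21, SCARNA15 was listed at 0, 15.31, 22.24, 0, 0 and 0 FPKM in the M state and at 82.95, 35.26, 48.48, 158.3, 172.1 and 49.57 in the nM state. SNORA81 was listed at 43.62, 0, 15.32, 0, 0 and 10.84 in the M state and at 97.92, 31.06, 68.34, 95.22, 132 and 74.37 in the nM state. SNORD16 was listed at 84.7, 0, 278.3, 111.8, 314.5 and 140.9 in the M state and at 0 in all 6 nM libraries. The libraries were made from poly-A selected RNA, which holds few small nucleolar RNAs.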

**FIGURE 4:**
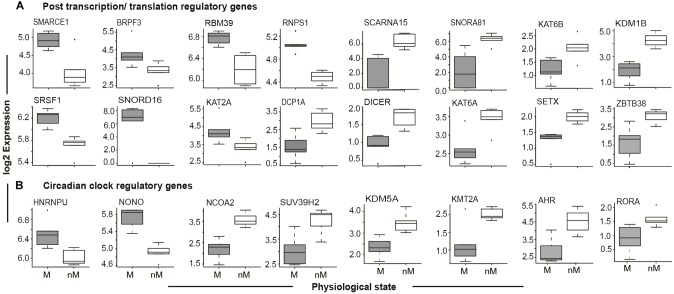
Seasonal state-specific differences in gene expressions. Boxplot of log_2_ FPKM expression values in 5–95% intervals of post transcription/translation regulatory genes (top panel, **A**) and circadian clock regulatory genes (bottom panel, **B**). The outliers are shown as dot in each figure. Wilcox Rank sum test was used to test the significant difference between migratory (M) and non-migratory (nM) states. For significance, alpha was set at 0.05.

#### Key Signaling and Metabolic Pathways

To highlight differences in the key signaling and metabolic pathways between M and nM states, we plotted module eigengenes (Figure 5). Compared with the nM state, genes with a significantly higher expression in the M state were categorized as contributing to ribosome biogenesis, oxidative phosphorylation, arginine and proline metabolism, proteasome, glycolysis, and gluconeogenesis of the blue modulatory pathways/genes (*p* < 0.05, Fisher test; Figure 5A1). Similarly, genes with a significantly lower expression in the M state were categorized as contributing to various pathways, including MAPK signaling, JAK-STAT signaling, ubiquitin-mediated proteolysis, TGF-beta signaling, and phosphatidylinositol signaling pathways of the turquoise modulatory pathways/genes (*p* < 0.05, Fisher test; Figure 5A2).

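Ribosomal protein transcripts were higher in the M state as a list at the preset correlation and not at an estimated one. The preset correlation between members was 0.01. The estimated one was 0.92 for cytosolic ribosomal, 0.78 for oxidative phosphorylation and 0.51 for proteasome genes. With members that vary together this much, the adjusted p at the preset correlation overstates the evidence. The lists tested here are the members of fixed lists that Table S4 names. The study picked these pathways on the same libraries, so their direction is not independent evidence. Of 19 cytosolic ribosomal protein genes, a list fixed before the data were examined, 5 rose and none fell (8 higher when adjusted over the list alone), with a median log2 fold change of 1.04 (camera, adjusted p = 2.36e-05; adjusted p = 0.635 with an estimated correlation). RPL3 rose from 218.6 ± 81.0 FPKM in the nM state to 997.0 ± 1161 FPKM in the M state (SD, n = 6 per state; log2 fold change 1.73, adjusted p = 0.0575) and RPS7 from 349.8 ± 24.8 FPKM in the nM state to 967.2 ± 793.7 FPKM in the M state (SD, n = 6 per state; log2 fold change 1.20, adjusted p = 0.0672). The other 3 that rose were RPL35, RPL37 and RPL30, the last named after its value was seen. Of 14 oxidative phosphorylation subunits, none rose or fell (none when adjusted over the list alone), with a median of 0.61 (camera, adjusted p = 0.00743; adjusted p = 0.635 with an estimated correlation), and of these NDUFB2 had a log2 fold change of 3.09 (adjusted p = 0.109) and NDUFV1 of 1.77 (adjusted p = 0.187). Of 20 proteasome subunits, 3 rose and none fell (4 higher when adjusted over the list alone), with a median of 0.42 (camera, adjusted p = 0.0119; adjusted p = 0.635 with an estimated correlation), among them PSMD7 (log2 fold change 2.05, adjusted p = 0.0769) and PSMA3 (1.67, adjusted p = 0.0518). Of 13 genes of arginine and proline metabolism, PYCR1, an enzyme of proline synthesis, rose (1.81, adjusted p = 0.0898) and 12 did not pass (3 higher when adjusted over the list alone; median 0.24, adjusted p = 0.102). None of 8 genes of glycolysis and gluconeogenesis passed (none when adjusted over the list alone; median 0.20, adjusted p = 0.455); PCK1, the gluconeogenic enzyme, was 1372 ± 1057 FPKM in the M state and 4371 ± 3673 in the nM state (SD, n = 6 per state; log2 fold change -1.58, adjusted p = 0.251). The first principal component of each of these 5 lists was compared between states by an exact two-sided Wilcoxon rank sum test, adjusted over the 10 pathways of Fig. 5A, and the adjusted p was 0.0685 for ribosomal proteins (0.0346 without the nM library of ZT5 and 0.0216 after quantile normalization), 0.0685 for arginine and proline metabolism (0.00722 without the M library of ZT1 and 0.0303 after quantile normalization), 0.225 for the proteasome, 0.267 for oxidative phosphorylation and 0.31 for glycolysis and gluconeogenesis. In the M library of ZT17 all 19 cytosolic ribosomal protein genes, all 14 oxidative phosphorylation subunits and 17 of 20 proteasome subunits lay above the mean of the other M libraries, by medians of 3.03, 3.00 and 2.14 log2 units. Without that library the ribosomal list kept its call (median 0.48, adjusted p = 0.00024), and oxidative phosphorylation (median 0.17, adjusted p = 0.148) and the proteasome (median 0.09, adjusted p = 0.091) lost theirs; after quantile normalization the ribosomal median was 0.66 (adjusted p = 0.000306), that of oxidative phosphorylation 0.26 (0.0776) and that of the proteasome 0.26 (0.0649), and without the nM library of ZT5 the proteasome had 0.0885. The calls for RPL3, RPS7, RPL35, RPL37, PSMD7, PSMA3 and PYCR1 were each lost without the M library of ZT5, the nM library of ZT17 or that of ZT21, and without 2 to 5 further libraries (highest adjusted p 0.183).

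**Figure D3:**
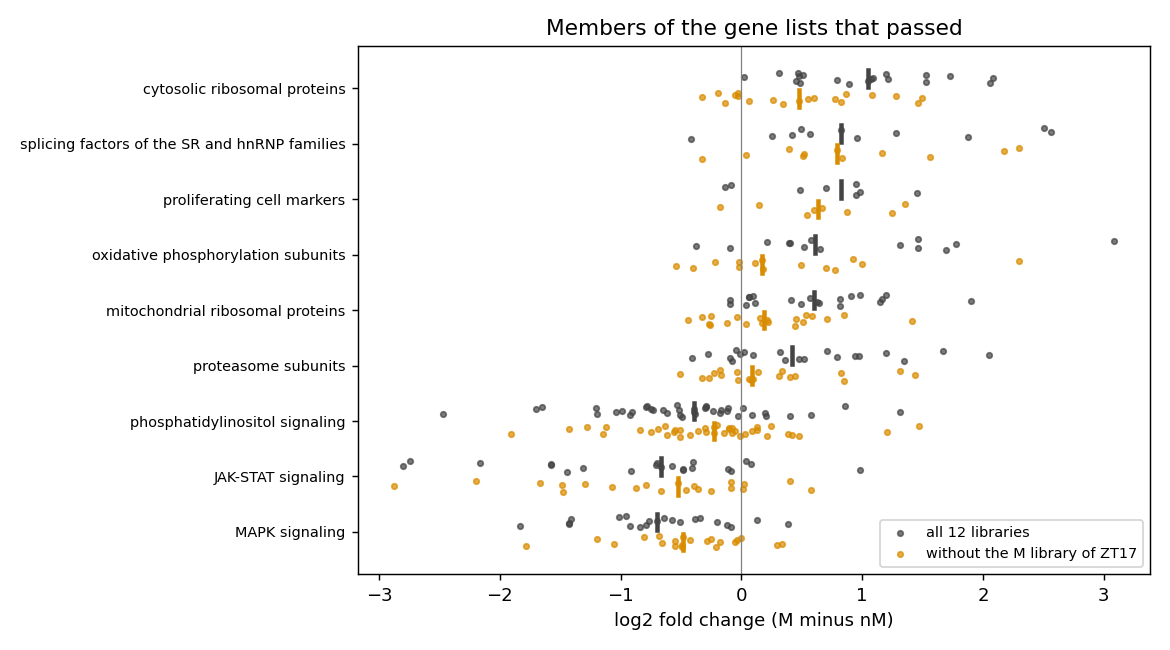
log2 fold change (M minus nM) of each member of the 9 gene lists that passed. Each point is 1 gene, and the bars are the medians with all 12 libraries and without the M library of ZT17. The median of cytosolic ribosomal proteins is 1.04 with all libraries and 0.48 without that one.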

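MAPK, JAK-STAT and phosphatidylinositol signaling genes were lower in the M state as lists at the preset correlation and not at an estimated one. The estimated correlation between members was 0.33, 0.21 and 0.18, against the preset 0.01. The adjusted p at the preset correlation thus overstates the evidence. These lists too hold only the members that Table S4 names. Their pathways were picked by the study on the same libraries, so the direction is not independent evidence. Of 21 MAPK signaling genes, a list fixed before the data were examined, 4 fell and none rose (10 lower when adjusted over the list alone), with a median log2 fold change of -0.70 (camera, adjusted p = 0.00138; adjusted p = 0.635 with an estimated correlation). EGFR, a growth factor receptor, fell from 11.1 ± 8.82 FPKM in the nM state to 2.24 ± 1.87 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.83, adjusted p = 0.0303), FGFR3, a fibroblast growth factor receptor, had a log2 fold change of -1.41 (adjusted p = 0.0903) and RPS6KA5 of -1.01 (adjusted p = 0.0635). Of 21 JAK-STAT signaling genes, 6 fell and none rose (11 lower and 1 higher when adjusted over the list alone), with a median of -0.66 (camera, adjusted p = 0.00138; adjusted p = 0.635 with an estimated correlation). CISH, a feedback inhibitor of cytokine signaling, fell from 172.6 ± 146.5 FPKM in the nM state to 14.4 ± 4.81 FPKM in the M state (SD, n = 6 per state; log2 fold change -2.80, adjusted p = 0.0503), IFNGR1, an interferon gamma receptor chain, had a log2 fold change of -2.74 (adjusted p = 0.0422) and SOCS2, another feedback inhibitor, of -1.57 (adjusted p = 0.0663). Of 39 phosphatidylinositol signaling genes, 8 fell and 1 rose (10 lower and 1 higher when adjusted over the list alone), with a median of -0.39 (camera, adjusted p = 0.00743; adjusted p = 0.635 with an estimated correlation). MTMR6, a phosphoinositide phosphatase, was among those that fell (-1.65, adjusted p = 0.0425), and the gene that rose was OCRL, another phosphoinositide phosphatase (1.31, adjusted p = 0.0805), named after its value was seen. Of 17 TGF-beta signaling genes, only SKIL, a corepressor of SMAD proteins, fell and none rose (1 lower when adjusted over the list alone; log2 fold change -1.06, adjusted p = 0.0464), and the list did not pass (median -0.50, adjusted p = 0.226). The first principal components, adjusted over the 10 pathways of Fig. 5A, differed between states for MAPK and phosphatidylinositol signaling (adjusted p = 0.0108 each), JAK-STAT (0.0144) and TGF-beta signaling (0.0216) in exact two-sided Wilcoxon rank sum tests, and did not pass for ubiquitin ligases (0.0928; 0.00722 without the M library of ZT1, 0.0433 after quantile normalization and 0.699 with the mean of the scaled genes). That of TGF-beta signaling did not pass with the mean of the scaled genes (0.0649), without the M library of ZT21 (0.0606) or without the nM library of ZT17 (0.0866) or after quantile normalization (0.0588). In the M library of ZT17, 18 of the 21 MAPK genes and 31 of the 39 phosphatidylinositol signaling genes lay below the mean of the other M libraries, by medians of -1.33 and -1.07 log2 units, and 14 of the 21 JAK-STAT genes, by -0.77 over the list. Without that library the MAPK and JAK-STAT lists had adjusted p = 0.00424 each and the phosphatidylinositol list 0.0464, and without the nM library of ZT5 the phosphatidylinositol list did not pass (0.0586). The calls for FGFR3, SOCS2, RPS6KA5 and CISH were lost without 8, 7, 5 and 3 of the libraries in turn, each time with the M library of ZT5 and the nM libraries of ZT17 and ZT21 among them (highest adjusted p 0.171), that for IFNGR1 without the M library of ZT5 (0.106) and that for SKIL without the nM library of ZT17 (0.109); EGFR and MTMR6 held without any single library.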

**FIGURE 5:**
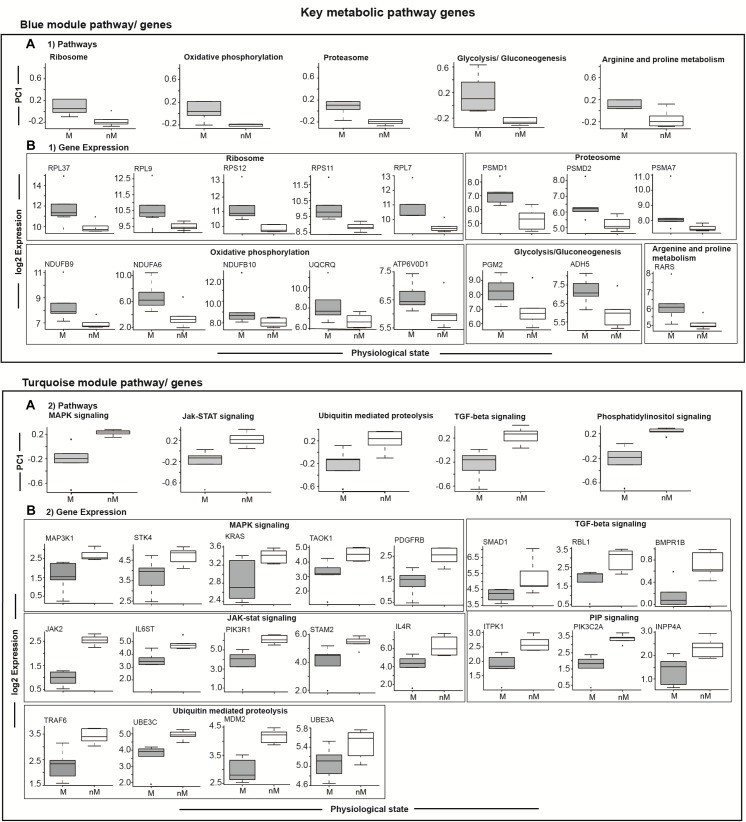
Module specific selected relevant pathways and candidate genes. Top panel: **(A1)** shows differences in gene expressions comprising a particular pathway in the blue module, and in underneath boxed 2 panels **(B1)** are the log_2_ FPKM expression values of coexpressed key upregulated genes enriched in different GO terms showing 5–95% intervals. Bottom panel: Boxplots in the top row show differences in gene expressions comprising a particular pathway in the turquoise module **(A2)**, and in the three panels underneath **(B2)** are the log_2_ FPKM expression values of coexpressed key upregulated genes enriched in different GO terms showing 5–95% intervals. All plots compare migratory (M) and non-migratory (nM) states, and an outlier is shown as dot in each plot. Wilcox Rank sum test was used to determined significant difference between M and nM states. For significance, alpha was set at 0.05.

#### Transcriptional Signatures of the Seasonal Physiological State

To evaluate transcriptional signatures of seasonal state in the liver, we identified modules with genes associated with various biological processes. Upregulated gene clusters were found enriched in genes associated mainly with ribosome biogenesis (*RPL37*, *RPL9*, *RPS12*, *RPS11*, *RPL7*), oxidative phosphorylation (*NDUFB9*, *NDUFA6*, *NDUFB10*, *UQCRQ*, *ATP6V0D1*), proteosome function (*PSMD1*, *PSMD2*, *PSMA7*), glycolysis and gluconeogenesis (*PGM2*, *ADH5*), and arginine and proline metabolism (RARS) in the pathways/genes of the blue module (Figure 5B1). Similarly, the downregulated gene clusters were found enriched in genes associated mainly with MAPK signaling (*MAP3K1*, *STK4*, *KRAS*, *TAOK1*, *PDGFRB*), JAK-STAT signaling (*JAK2*, *IL6ST*, *PIK3R1*, *STAM2*, *IL4R*), ubiquitin mediated proteolysis (*TRAF6*, *UBE3C*, *MDM2*, *UBE3A*), TGF-beta signaling (*SMAD1*, *RBL1*, *BMPR1B*; Figure 5B2), and PIP signaling pathway (*ITPK1*, *PIK3C2A*, *INPP4A*) in the pathways/genes of the turquoise module (Figure 5B2).

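RPL37 and the proteasome genes PSMD1 and PSMD2 were higher in the M state, and the other 4 genes of this group that could be matched by symbol did not pass. Of the 7 genes tested, 3 rose and none fell (7 higher when adjusted over the list alone), and the study chose them on these libraries. RPL37 was 7520 ± 11660 FPKM in the M state and 1021 ± 465.4 in the nM state (SD, n = 6 per state; log2 fold change 2.06, adjusted p = 0.0668), reaching 31200 FPKM in the M library of ZT17. PSMD1 was 158.3 ± 93.7 and 42.8 ± 22.5 FPKM (SD, n = 6 per state; log2 fold change 1.85, adjusted p = 0.0291) and PSMD2 had a log2 fold change of 1.20 (adjusted p = 0.0977). NDUFB9, a subunit of respiratory complex I, had a log2 fold change of 1.46 (adjusted p = 0.119) with 2110 FPKM in the M library of ZT17 and 140 to 380 in the other M libraries. ATP6V0D1 (0.55, adjusted p = 0.259), PSMA7 (0.94, adjusted p = 0.223) and ADH5, an alcohol dehydrogenase (1.14, adjusted p = 0.113), did not pass. With the time point as a block, PSMD2 lost its call and ADH5 gained one. The RPL37 call was lost without 6 of the libraries in turn and the PSMD2 call without 9 (highest adjusted p 0.193), while PSMD1 held without any single library.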

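JAK2, the kinase that couples cytokine receptors to STAT proteins, was 0.990 ± 0.406 FPKM in the M state and 4.86 ± 0.788 in the nM state (SD, n = 6 per state; log2 fold change -1.57, standard error 0.21, adjusted p = 0.00381). PIK3C2A, a phosphoinositide 3-kinase, had a log2 fold change of -1.70 (adjusted p = 0.0173), and IL4R, an interleukin receptor, of -2.17 (adjusted p = 0.0666). TAOK1 (-1.43, adjusted p = 0.0718) and PDGFRB, a growth factor receptor (-1.11, adjusted p = 0.0473), fell, as did TRAF6 (-1.12, adjusted p = 0.0422), UBE3C (-1.32, adjusted p = 0.0553) and MDM2 (-1.24, adjusted p = 0.0178), which are ubiquitin ligases, and ITPK1 (-0.78, adjusted p = 0.0768). BMPR1B, a receptor of bone morphogenetic proteins, was not tested; from ZT1 to ZT21 it was listed at 0.5028, 0, 0.1661, 0, 0 and 0.1077 FPKM in the M state and at 0.5373, 0.3421, 0.5445, 0.5171, 0.907 and 0.9817 in the nM state. Of the 10 genes of this group tested, all 10 fell (10 lower when adjusted over the list alone), but the study chose them on these libraries, so this is not independent evidence. Of the 10 calls, 6 were lost without the M library of ZT5 (TAOK1, PDGFRB, IL4R, TRAF6, UBE3C and ITPK1; highest adjusted p 0.157).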

## Discussion

We demonstrate concomitant seasonal changes in behavior and physiology and gene expression in a photoperiodic migrant species. Results from this study reveal differences in physiology, particularly in changes associated with increased energy demands of migration, between photostimulated M and photorefractory nM states in buntings. Consistent with greater FI, fat deposition, and plasma levels of glucose and triglycerides, we found structural changes in the liver between M and nM states. For example, hepatocytes were laden with lipid droplets in significant amounts in the M state but not in the nM state, indicating fat-fuel storage in the liver. This also suggested that the liver was the major site of metabolism and energy homeostasis, and it undergoes drastic changes with transition in photoperiodically regulated seasonal states. Most intriguingly, however, surface body temperature was significantly higher in the nM state than the M state, although buntings exhibited intense nocturnal *Zugunruhe* and had increased overall daily activity in the M state. This, we suggest, was the result of an increased thermogenesis in photorefractory buntings, consistent with reported correlation of thermogenesis with increased liver metabolism in mammals and migratory finches (Swanson and Olmstead, 1999; Williams and Tieleman, 2000; Villarin et al., 2003). The liver contributes to thermogenesis by about 25% from its mitochondria-regulated energy metabolism even when animals are at their basal metabolic rates (Coutre and Hulbert, 1995; Brand et al., 2003; Villarin et al., 2003; Else et al., 2004).

Striking differences between M and nM phenotypes provide strong support to the results of transcriptome-wide gene expressions in blackheaded buntings. Overall, transcriptome data suggest that there were transcriptional and post-transcriptional modifications in the liver for metabolic homeostasis, as required seasonally with the development and cessation of migratory state in blackheaded buntings. We identified candidate genes and the pathways these genes enrich to meet the metabolic needs of M and nM states. In the photostimulated M state, we found 131 upregulated genes associated with mitochondrial aerobic respiration, organization, and fission, ribonucleoprotein complex, glucose transport and carbohydrate metabolism, fatty acid transportation and lipid metabolism, cell cycle and apoptosis, protein ubiquitination and purine metabolism, transcriptional regulation, bone growth, morphogenesis, cardiac morphogenesis, angiogenesis, and platelet aggregation. At the same time, many of the 438 downregulated genes that we found were associated with protein binding, histone acetylation, methyltransferase, transcription coactivator, ubiquitin-dependent protein catabolic process, Golgi organization, protein phosphorylation, and fat, lipid, and energy metabolism. In the photorefractory nM state, on the other hand, we found DEGs associated with protein catabolism, suggesting a metabolic shift from anabolism to catabolism after migration and reproduction have been completed. Particularly, *GNAS* and *ADCY2* genes were highly expressed in the photorefractory nM buntings with higher surface body temperature, consistent with the suggested roles of these two genes in energy metabolism and lipid clearance via cAMP-dependent pathway in mouse (Yu et al., 2000; Chen et al., 2004).

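GNAS, which encodes the stimulatory G protein alpha subunit that activates adenylyl cyclase, was 38.1 ± 6.42 FPKM in the nM state and 27.0 ± 8.31 FPKM in the M state (SD, n = 6 per state). It did not pass across genes (log2 fold change -0.51, standard error 0.23, adjusted p = 0.181) and was lower in the M state at 5 of 6 times of day (exact two-sided Wilcoxon rank sum test, p = 0.0411). In the M library of ZT1 it was 43.2 FPKM against 19.8 to 26.4 in the other M libraries.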

Our results revealed significant differences in cell components, suggesting seasonal changes in liver cell metabolism between the M state and the nM state. For example, genes that enriched ribonucleoprotein complex suggested changes in ribosome biogenesis, which is an indicator of the cellular translational capacity. The other genes that enriched mitochondrial activity suggested an energy-influx resulting from coenzyme A-mediated lipid metabolism (Leonardi et al., 2005). Similarly, genes that enriched folate biosynthesis and estrogen metabolism pathways were downregulated in the M state, and this probably accounted for fat deposition required as flight fuel. These genes might act in the liver by reducing the oxidation of fatty acid, which in turn would lead to the export of triglycerides and the protein catabolism. Alternatively, these genes might act via the modulation of the dietary requirement for choline in the cells of the liver (Zeisel, 2006). The other pathway important in the regulation of lipid metabolism in hepatocytes may be TGF-β/smad signaling interactive pathway, which has been known to influence lipid accumulation and triglyceride levels in hepatocytes (Yang et al., 2014). Similarly, we found suppressed and enhanced expression of genes involved in synthesis and breakdown of lipids in the nM state. In particular, *ACSL3* (acetyl CoA synthetase 3 enzyme) involved in hepatic lipogenesis was downregulated, suggesting an attenuated lipid metabolism. 

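ACSL3, which activates fatty acids for lipid synthesis, was 13.0 ± 1.88 FPKM in the nM state and 4.84 ± 3.67 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.48, M minus nM, standard error 0.36, adjusted p = 0.043). Every nM library lay above every M library. Its adjusted p was 0.108 without the M library of ZT5.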

Consistent with this, *ACOT9* (coding for Acyl-CoA thioesterase 9 enzyme) involved in the hydrolysis of acyl-CoA to free fatty acids and coenzyme A, and *PANK3* (coding for pantothenate kinase 3 enzyme) involved in the regulation coenzyme A biosynthesis, were also differentially expressed in the nM state.

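ACOT9 was 32.8 ± 18.1 FPKM in the nM state and 5.54 ± 3.35 FPKM in the M state (SD, n = 6 per state; log2 fold change -2.42, standard error 0.45, adjusted p = 0.018). PANK3 was 14.7 ± 4.13 FPKM in the nM state and 3.41 ± 1.67 FPKM in the M state (SD, n = 6 per state; log2 fold change -1.88, standard error 0.28, adjusted p = 0.00881). For both genes every nM library lay above every M library, and the calls held without any single library.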

Notably, buntings with fatty liver in the M state did not appear to show any symptom of a pathophysiological state, like non-alcoholic fatty liver disease (NAFLD; Corbin and Zeisel, 2012). We speculate that this was due to the genetic defense during the photostimulated M state, as indicated by the module – over representation of most abundant gene expressions. The module shows an increased expression of at least two genes that may be a part of defense in buntings from developing a metabolic syndrome during the migratory state. Both, *SMPD2*, which is potentially responsible for lipidosis (a lipid storage disorder in mammals), and *CERS2*, which encodes a protein associated with cancer growth suppression and involved in sphingolipid synthesis, were increased in expression during the photostimulated M state. 

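SMPD2, a sphingomyelinase, was 12.4 ± 11.3 FPKM in the M state and 4.94 ± 2.24 FPKM in the nM state (SD, n = 6 per state). The difference did not pass across genes (log2 fold change 0.93, standard error 0.41, adjusted p = 0.179), with a higher value in the M state at 5 of 6 times of day (exact two-sided Wilcoxon rank sum test, p = 0.0931). No identifier carried the symbol CERS2.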

In the same way, the enhanced expression of TGF-β signaling genes suggests an increased energy demand for the maintenance of long activity hours in photorefractory nM birds. In fact, TGF-β signaling has been demonstrated as a key regulatory pathway for energy homeostasis in mammals (Yadav et al., 2012). The upregulated ubiquitin pathway may also be important to achieve bulk degradation of skeletal muscle proteins in buntings during the nM state, as reported during fasting and metabolic acidosis in mammals (Lecker et al., 1999). We speculate that the ubiquitin pathway contributes to protein catabolism associated with high surface body temperature in photorefractory buntings. Protein turnover via ubiquitin pathway metabolism could be a physiological adaptation to energy homeostasis, as possibly required during the nM state in blackheaded buntings. Thermoregulatory roles of protein degradation and protein turnover have been suggested in mammals (Ballard, 1977).

There was differential expression of genes that enriched different biological processes, such as miRNA biogenesis, RNA metabolism and stability, and histone demethylation and deacetylation, in buntings between the M state and the nM state. This is shown by differences in the expression patterns of epigenetic modifiers including post-transcriptional regulators (*SNORD16*, *DICER1*), lysine methyltransferases and demethylases (*KMT2A*, *KDM7A*, *KDM5A*), ATP-dependent chromatin remodeling complex (*SMARCE1*), RNA-binding proteins (*HNRNPU*, *NONO*), ligand-activated transcriptional activators (AHR), and nuclear receptor coactivators (*NCOA2*). *SNORD*s (C/D box small nucleolar RNAs) are involved in alternative splicing, cholesterol traffic, production of microRNAs (miRNAs), and lipid toxicity (Falaleeva and Stamm, 2012). Similarly, *DICER1* is the post-transcriptional regulator of specific miRNA-dependent circadian regulation of lipogenic and fatty acid metabolic genes (Fernández-Hernando, 2013). The downregulation of these genes indicated their possible roles in miRNA-mediated gene regulation of seasonal changes in the metabolism of the liver during the nM state. Similarly, buntings in the M state had low expression of *CSNK1D*, which is involved in post-translational regulation in livers of mice (Etchegaray et al., 2009). 

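KDM7A, a histone lysine demethylase, was 2.43 ± 1.02 FPKM in the M state and 6.41 ± 2.04 FPKM in the nM state (SD, n = 6 per state; log2 fold change -1.11, standard error 0.26, adjusted p = 0.0379), and the call held without any single library. Rhythms were compared between states by limma with the products of state and a 24-h cosine and sine, and the adjusted p was 0.913 for NCOA2 and 0.867 for PER2.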

Differences in the abundance of *DICER 1*, *NCOA2*, *AHR*, *KDM5A*, *CSNK1D*, *KDM7A*, and *KMT2A* might indicate seasonal alterations in circadian oscillations with reduced amplitudes in the M state. The core clock gene 24-h oscillations indeed show changes in amplitude and phase concurrently with photoperiod-induced seasonal transition in behavior and physiology in blackheaded buntings (Singh et al., 2015). We also found in the transcriptome of the liver, 24-h cyclicity of all core clock genes (*PER2*, *CRY1*, *CRY2*, *ARNTL* (*BMAL1*), *CLOCK* and *NPAS2*) and clock-controlled genes (*HNRNPU*, *NONO*, *RORA*, and *NCOA2*) that comprise the transcriptional – translational feedback loop of circadian timekeeping. 

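Within a state, none of the regulators HNRNPU, NONO and NCOA2 reached the smallest p that 6 times of day allow. In the exact permutation test, NCOA2 had p = 0.0833 in the M state and 0.2 in the nM state, HNRNPU 0.6 and 0.0833, and NONO 0.4 and 0.833. NR1D2 had p = 0.0833 in each state in the same exact test, with its highest value at ZT1 in the M state (58.6 FPKM) and at ZT21 in the nM state (81.0 FPKM). Over both states NPAS2 peaked at ZT15.2 (adjusted p = 0.219), CRY1 at ZT10.2 (adjusted p = 0.177) and PER3 at ZT1.5 (adjusted p = 0.109), and none of these passed an FDR of 0.1 in the limma fit.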

Although, because of sequencing cost and volume of obtained results for the analyses, we only show results on cyclic genes based on one sample per time point per physiological state, the overall 24-h cyclic expression pattern is consistent with qPCR results of some of these genes from another study on blackheaded buntings (Singh et al., 2015). Furthermore, *SFPQ* gene that encodes a component of the PER complex in mammals was upregulated in bunting liver during the M state; the same gene expression was, however, found to be downregulated in the hypothalamic transcriptome of migratory Swainson’s thrushes (Johnston et al., 2016). 

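SFPQ was 29.2 ± 23.1 FPKM in the M state and 8.10 ± 11.1 FPKM in the nM state (SD, n = 6 per state; log2 fold change 1.88, standard error 0.61, adjusted p = 0.0943), higher in the M state at 6 of 6 times of day. In the nM library of ZT5 it was 30.7 FPKM against 2.83 to 4.83 in the other nM libraries. The call was lost without 10 of the 12 libraries in turn (highest adjusted p 0.19), among them the M library of ZT17 (adjusted p = 0.124).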

Considered together, *SFPQ* gene expression shows changes during different seasonal states but with differences in the expression pattern between peripheral (liver) and central (hypothalamus) tissues. However, it cannot be known from this study how cycling genes play a role in the regulation of seasonal states and associated nutrient metabolism and energy homeostasis in migratory birds. Nonetheless, the circadian regulation of plasma glucose, triglyceride, and many other hormones and the nutritional effect on circadian clock regulated functions has been shown in mammals (Hatori et al., 2012; Eckel-Mahan et al., 2013).

We provide, for the first time, transcriptome-wide evidence for the molecular underpinnings of seasonal metabolic adaptations in a latitudinal migratory songbird. Gene enrichment and network analyses of DEGs revealed a vital role of the liver in meeting the metabolic demands of different seasonal physiological states during the year in migrants. We also suggest seasonal state dependent molecular changes in the liver as the ‘liability’ variable that perhaps triggers and maintains the physiology of birds during migration and postmigration, consistent with the theoretical ‘threshold’ model of Pulido (2011). This model envisages the threshold of a ‘liability’ variable (a protein or hormone, for example) as the determinant for the development of the migratory behavior. In fact, a strong correlation of WGCNA derived specific genes and regulatory pathways with changes in behavior and physiology further highlighted this. Overall, we demonstrate the molecular underpinnings of metabolism and energy homeostasis, which form a significant part of the broader temporal adaptability of species living in the seasonal environment with limited food resources. Furthermore, these results give significant insights into how animals that show metabolic syndrome akin to obesity and diabetes (increased FI, high fat, and become obese with high glucose levels in migratory state and revert to normal levels in the subsequent non-migratory state) for several weeks each year may not develop high-risk diseases, for example diabetes and cardiac failures. Perhaps, future studies on such non-model migratory species could provide vital clues on the molecular switches that regulate metabolism and energy homeostasis in higher vertebrates and humans.

## Data Availability

The sequence data are available in the NCBI Gene Expression Omnibus repository and are accessible through GEO accession number #GSE104748.

## Ethics Statement

The experiments was carried out at the Department of Zoology, University of Lucknow (Lucknow, India), in accordance with the guidelines of the Institutional Animal Ethics Committee (IAEC).

## Author Contributions

VK conceived the idea and designed the experiments. DS carried out the experiments and sampling. HL performed RNA Sequencing on the Illumina platform. DS and VS organized the data and performed analyses. DS and VK wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://bioinf.comav.upv.es/seq_crumbs/

2 http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

## Supplementary Material

Figure S1 Boxplot of log_2_ FPKM expression values in 5–95% intervals of significantly coexpressed module specific hub genes (top panel, **A**) blue and turquoise modules (bottom panel, **B**). The outliers are shown as dot in each figure. Wilcox Rank sum test was used to test the significant difference between migratory (M) and non-migratory (nM) states. For significance, alpha was set at 0.05.

Table S1 Bunting liver sample transcriptome assembly and annotation statistics.

Table S2 List of differentially expressed genes under M and nM states. A gene was categorized as differentially expressed with threshold of false-discovery rate (FDR) of < 0.1 and absolute log_2_ fold change > 0.1. Based on the expression patterns (beta condition value), differentially expressed genes were categorized as upregulated or downregulated in a particular physiological state (-ve condition value: downregulated; +ve condition value: upregulated candidate genes, as compared between M and nM states).

Table S3 List of GO terms in blue and turquoise modules derived from WGCNA analysis.

Table S4 List of cycling genes under migratory and non-migratory states. A gene was characterized as cyclic with threshold of adjusted *P*-value (ADJP < 0.05). The wave characteristics of cyclic genes was categorized as period, peak expression time (Lag), and amplitude.

# Supplementary material for: Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings
**Source:** Front Physiol. 2018 Nov 27;9:1568. doi: 10.3389/fphys.2018.01568
**Supplement:** Table S1 — Bunting liver sample transcriptome assembly and annotation statistics.

Table 1 Bunting liver sample transcriptome assembly and annotation statistics

| Lane | Sample  Name | Sample  ID | Index | Yield | #Reads | % One Mismatch Reads (Index) | % of >= Q30 Bases (PF) | Mean Quality Score (PF) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 5 | M ZT1 Liver | D1-D701-5-ATTACT | ATTACT | 1,342 | 26,323,170 | 0 | 95.33 | 35.58 |
| 5 | M ZT5 Liver | D2-D702-5-TCCGGA | TCCGGA | 1,476 | 28,936,186 | 0 | 95.13 | 35.54 |
| 5 | M ZT9 Liver | D3-D703-5-CGCTCA | CGCTCA | 976 | 19,130,262 | 0 | 79.48 | 32.78 |
| 5 | M ZT13 Liver | D4-D704-5-GAGATT | GAGATT | 840 | 16,478,582 | 0 | 95.13 | 35.54 |
| 5 | M ZT17 Liver | D5-D705-5-ATTCAG | ATTCAG | 745 | 14,606,199 | 0 | 94.47 | 35.38 |
| 5 | M ZT21 Liver | D6-D706-5-GAATTC | GAATTC | 704 | 13,795,889 | 0 | 95.24 | 35.56 |
| 5 | nM ZT1 Liver | D7-D707-5-CTGAAG | CTGAAG | 961 | 18,837,970 | 0 | 95.05 | 35.52 |
| 5 | nM ZT5 Liver | D8-D708-5-TAATGC | TAATGC | 2,175 | 42,651,754 | 0 | 95 | 35.52 |
| 5 | nM ZT9 Liver | D9-D709-5-CGGCTA | CGGCTA | 655 | 12,836,203 | 0 | 95.13 | 35.53 |
| 5 | nM ZT13 Liver | D10-D710-5-TCCGCG | TCCGCG | 351 | 6,874,818 | 0 | 95.21 | 35.55 |
| 5 | nM ZT17 Liver | D11-D711-5-TCTCGC | TCTCGC | 628 | 12,312,214 | 0 | 94.87 | 35.48 |
| 5 | nM ZT21 Liver | D12-D712-5-AGCGAT | AGCGAT | 651 | 12,769,189 | 0 | 95.17 | 35.54 |

# Supplementary material for: Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings
**Source:** Front Physiol. 2018 Nov 27;9:1568. doi: 10.3389/fphys.2018.01568
**Supplement:** Table S2 — List of differentially expressed genes under M and nM states. A gene was categorized as differentially expressed with threshold of false-discovery rate (FDR) of < 0.1 and absolute log2 fold change > 0.1. Based on the expression patterns (beta condition value), differentially expressed genes were categorized as upregulated or downregulated in a particular physiological state (-ve condition value: downregulated; +ve condition value: upregulated candidate genes, as compared between M and nM states).

**Table 2 . List of differentially expressed genes**

Migratory state up-regulated genes

Migratory state down regulated genes

# Supplementary material for: Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings
**Source:** Front Physiol. 2018 Nov 27;9:1568. doi: 10.3389/fphys.2018.01568
**Supplement:** Table S3 — List of GO terms in blue and turquoise modules derived from WGCNA analysis.

**Suppl. Table 3.** **List of GO terms derived from blue and turquoise module**

Blue module GO terms

| **Go terms** | **total** | **expectation** | **observation** | **hypergeometric** | **fisher** |
| --- | --- | --- | --- | --- | --- |
| ribosome | 98 | 9 | 39 | 9.57E-16 | 9.57E-16 |
| poly(A) RNA binding | 636 | 60 | 118 | 3.14E-13 | 4.80E-13 |
| translation | 131 | 12 | 40 | 1.00E-11 | 1.00E-11 |
| ribonucleoprotein complex | 103 | 10 | 33 | 1.59E-10 | 1.59E-10 |
| mitochondrion | 738 | 70 | 122 | 3.63E-10 | 4.69E-10 |
| extracellular exosome | 1269 | 121 | 166 | 5.94E-06 | 9.31E-06 |
| proteasome complex | 25 | 2 | 10 | 4.98E-05 | 4.98E-05 |
| ribosome biogenesis | 19 | 2 | 8 | 0.000189 | 0.000189 |
| nucleic acid binding | 538 | 51 | 77 | 0.00015 | 0.000212 |
| oxidation-reduction process | 400 | 38 | 60 | 0.00023 | 0.000341 |
| ATP synthesis coupled proton transport | 12 | 1 | 6 | 0.000406 | 0.000406 |
| metabolic process | 765 | 73 | 100 | 0.000513 | 0.000866 |
| negative regulation of protein transport | 5 | 0 | 3 | 0.007395 | 0.007395 |
| ER membrane protein complex | 5 | 0 | 3 | 0.007395 | 0.007395 |
| positive regulation of phagocytosis | 14 | 1 | 5 | 0.00741 | 0.00741 |
| ATP hydrolysis coupled proton transport | 20 | 2 | 6 | 0.008776 | 0.008776 |
| oxidoreductase activity | 283 | 27 | 40 | 0.006888 | 0.010028 |
| fatty acid metabolic process | 27 | 3 | 7 | 0.011171 | 0.011171 |
| proton transport | 21 | 2 | 6 | 0.011318 | 0.011318 |
| proteolysis involved in cellular protein catabolic process | 21 | 2 | 6 | 0.011318 | 0.011318 |
| negative regulation of glycolytic process | 6 | 1 | 3 | 0.013749 | 0.013749 |
| methylosome | 6 | 1 | 3 | 0.013749 | 0.013749 |
| tricarboxylic acid cycle | 11 | 1 | 4 | 0.015531 | 0.015531 |
| biosynthetic process | 43 | 4 | 9 | 0.017892 | 0.017892 |
| ER to Golgi transport vesicle | 7 | 1 | 3 | 0.022376 | 0.022376 |
| methyltransferase activity | 75 | 7 | 13 | 0.023489 | 0.028346 |
| glycolytic process | 19 | 2 | 5 | 0.028891 | 0.028891 |
| carbohydrate metabolic process | 107 | 10 | 17 | 0.023745 | 0.030517 |
| NAD biosynthetic process | 8 | 1 | 3 | 0.033308 | 0.033308 |
| lipid metabolic process | 88 | 8 | 3 | 0.992177 | 0.045061 |
| regulation of mitophagy | 15 | 1 | 4 | 0.04734 | 0.04734 |
| positive regulation of TOR signaling | 15 | 1 | 4 | 0.04734 | 0.04734 |
| hydrolase activity | 495 | 47 | 60 | 0.028506 | 0.049596 |

Turquoise module GO terms

# Supplementary material for: Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings
**Source:** Front Physiol. 2018 Nov 27;9:1568. doi: 10.3389/fphys.2018.01568
**Supplement:** Table S4 — List of cycling genes under migratory and non-migratory states. A gene was characterized as cyclic with threshold of adjusted P-value (ADJP < 0.05). The wave characteristics of cyclic genes was categorized as period, peak expression time (Lag), and amplitude.

Table 4. List of cycling genes

Migratory state specific cycling genes

non- migratory state specific cycling genes

Common cycling genes

# Supplementary material for: Transcriptional Signatures in Liver Reveal Metabolic Adaptations to Seasons in Migratory Blackheaded Buntings
**Source:** Front Physiol. 2018 Nov 27;9:1568. doi: 10.3389/fphys.2018.01568
**Supplement:** Supplementary file 6

**Supplementary information**

**Methods**

**Monitoring phenotype and measurement of physiological measures**

Each individual was handled several times during the light and dark periods to get acclimatize and avoid handling or neophobia-induced stress. Food intake (FI) was measured consecutively for 2 days. After 24 h from the time food was given previous day, food bowl and spillage along with feces were removed. After removal of feces, this was weighed and subtracted from the food given which when averaged for 2 days gave FI in g bird-1 day -1. From this, the mean (± SE) for the group was calculated. We considered the change in body mass as an index of body fattening, since most, if not all, of the photostimulated fat deposition accounts for weight gain in migratory songbirds including blackheaded buntings (King and Farner, 1959; Misra et al., 2004; Rani et al., 2006, Mishra et al., 2017). To record body mass, birds were weighed on a top-pan balance with an accuracy of 0.1 g. We recorded surface body temperature using thermoscan (Quick shot Infra-red thermometer; model Exp-01B), which measures body temperature in 32 - 42^o^C range. For this, a gentle air blow exposed the keel region skin, and the temperature was recorded as average of 4 - 5 readings in a quick succession with thermoscan placed at about 2 cm distance.

To examine differences at the histological level, a liver piece was fixed in x% formaldehyde tissue, cryosectioned at 8 μm thickness, and stained with Hematoxyline-Eosin (H-E). H-E stained sections were passed through ascending grades of alcohol and cover-slipped. AxioCam ICc1 Rev.4 camera attached to the Zeiss Axio Imager M2 microscope then digitally imaged them. Another 2X2mm liver piece was prepared for the transmission electron microscopy (TEM) to show a better resolution of differences in the fat droplets and vacuoles in liver tissue between two states.

*Measurements of serum glucose and triglycerides.* We measured glucose and triglycerides levels in blood serum collected at 4 h intervals, beginning 1 h after light on, i.e. ZT 1, 5, 9, 13, 17 and 21. A bird was bled only once, and each time, 100 -150 µl of blood was collected by puncturing the wing vein into a capillary tube, and allowed to rest at the room temperature before it was centrifuged \at 3000 rpm for 15 min at 4 ^o^C. The serum was harvested and stored at -20°C until assayed for the hormone concentration. QuantiChromTM Glucose (DIGL-100) and EnzyChromTM Triglyceride (ETGA-200) Assay Kits were used to measure glucose and triglyceride levels in 5and10 μl serum samples, respectively, as per the manufacturer’s protocol. Briefly, serum, standards and reagents were thawed on ice. For glucose, standards were diluted in distilled water at the final concentration of 300, 200, 100, 50 mg/dl; distilled water was taken as a blank sample and served as control. A 5 μl of neat serum and diluted standards aliquot were mixed each with 500μl of reagent in 1.5ml tubes. These tubes were then kept in boiling water bath for 8min and cooled afterwards on a water bath for 4min. A 200 μl aliquot was transferred to separate wells of a 96 well plate and OD was measured at 630 nm light wavelength. Glucose concentration in sample was calculated as follows: Concentration= OD sample- OD blank (mg/dl)/ Slope.

For trigyclerides assay, standards were diluted in distilled water to get a concentration of 1, 0.6, 0.3 mmol/l; the distilled water was taken as a blank sample and served as control. A 10 μl serum aliquot diluted 5-fold in distilled water was used for the assay. A working reagent was prepared by mixing 100 μl assay buffer, 2μl Enzyme mix, 5 μl lipase, 1μl ATP and 1μl dye in a clean tube. A 100 μl working buffer aliquot was added, and tap-mixed with sample/ standard. This mixture was incubated for 30 min at the room temperature, and OD was measured on a microplate reader at 550-585 nm light wavelengths. Triglyceride concentration of sample was calculated as follows: Concentration= (OD sample- OD water (mmol/ L)/ Slope) x N (where, N is the serum dilution factor).

**Network analysis**

To examine gene expression patterns across the day as represented by 6 time-point samples (ZT1, ZT5, ZT9, ZT13, ZT17, ZT21) in LDM and LDR states, we estimated a mean expression value for each physiological states using individual ANOVA models. This grouped 12 samples into 2 physiological states, which we used in principal component analysis (PCA) to show relationships between them. 

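Along the first principal component of the 9566 genes compared, which held 53.0% of the variance in log2(FPKM + 1), the M libraries ranked higher than the nM libraries (exact two-sided Wilcoxon rank sum test, p = 0.00433, n = 6 per state), except that the M library of ZT1 (-27.4) lay below the nM library of ZT5 (-3.9). The second component held 13.3% (exact p = 0.18). The M library of ZT17 lay at 159.8 on the first component and the other 11 libraries between -42.4 and 31.6. Without it the first component held 35.8% of the variance, and the states still differed along it (exact two-sided Wilcoxon rank sum test, p = 0.0303).

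**Figure D4:**
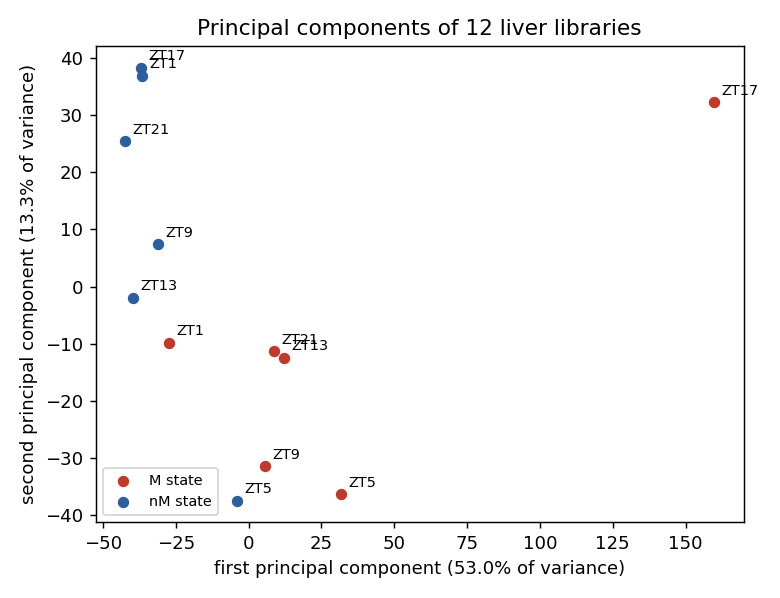
Scores of the 12 libraries on the first and second principal components of log2(FPKM + 1) over 9566 genes, with M and nM libraries in different colors and ZT written beside each point. The M library of ZT17 lies at 159.8 on the first component.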

The PCA showed that gene expression patterns were most strongly affected by the state. However, as determined, the differences in gene sequences as compared to zebra finch genome may not actually represent expression differences, and the amplification number may be a technical artifact that can affect the expression measurements. Also, the 4 h expression patterns may create uncertain more subtle patterns in comparison between LDM and LDR states that in fact we wanted to assess in this experiment. Therefore, we considered temporal samples as 6 biological replicates for the specific state. The PCA was done again on the batch-corrected group values to ascertain that the batch effects were removed and that what the next biggest factors affecting expression might be.

We performed Weighted Gene Coexpression Network Analysis (WGCNA) to show association of gene expression with the physiological state. WGCNA can be considered a step-wise data reduction technique, which (a) starts from the level of thousands of variables (e.g., gene expression profiles), (b) identifies biologically interesting modules based on a node significance measure, (c) represents the modules by their centroids (e.g., eigenvectors or intramodular hubs), (d) uses intramodular connectivity (kIM or kME) as quantitative measures of module membership, and (e) combines node significance and module membership measures for identifying significant hub nodes. The module centric analysis alleviates the multiple testing problems inherent in high dimensional data, e.g., gene expression data. Thus, Thus, although similar to other clustering methods in the sense that it also calculates a distance metric between the expression patterns of all genes, WGCNA is a better analysis as it takes into the complexity of the distance metric. WGCNA starts with simple correlation values (usually Pearson’s) between all pairs of genes. Then, the correlations are transformed into an adjacency matrix by raising the correlations to a soft-thresholding power function, β. The parameter β is chosen based on the data set to achieve an approximate scale-free network (Zhang and Horvath 2005) and favors strong correlations over weak correlations. The adjacencies are next transformed into a topological overlap matrix (Zhao et al., 2010), which as a similarity measure can be subtracted from 1 to give a distance measure. These distance measures are then used in traditional hierarchical clustering to represent the relationships among genes in a familiar dendrogram. The next step in a WGCNA analysis is to break genes into clusters or “modules”. There are many different methods of cutting a dendrogram and WGCNA suggests a computational approach called Dynamic Branch Cut (Langfedler et al., 2008a). Here, we performed WGCNA in R package (Langfedler et al., 2008b) on the number of annotated transcripts that had a p-value < 0.001 in at least one of the experimental contrasts. There are many different parameter choices at each step in the process. After assessing a range of soft-thresholding values, we chose power β = 8. We calculated Pearson correlation coefficients between all pairs of probes in one block on a laptop computer with 64-bit Windows and 4 GB of RAM. We chose to use a signed adjacency and signed topological overlap matrix to preserve differences between the positive and negative correlations. Average linkage hierarchical clustering was used and modules were determined using the Dynamic Hybrid method with deepSplit = 2 and a minimum module size = 30. A second Partitioning Around Mediods-like stage of module detection was done with pamRespectsDendro = TRUE. At the end, modules with similar expression patterns were merged at mergeCutHeight = 0.2. Otherwise, the default values of the blockwise module functions were used. Once modules have been defined, an average expression profile of all genes in the model can be determined by calculating an eigengene value for each treatment group by taking the first principal component of gene expression values in the module. Relatively higher and lower expression values are represented by positive and eigengene values, respectively. The set of eigengene values can be taken as a proxy for an average expression pattern of all genes in a module (Fig 5 A). The total number of annotated transcripts x 12 samples data matrix has now been reduced down to 6 modules x 2 groups.

How the deposited data were processed for this re-analysis (not part of the article)

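Liver RNA of 12 blackheaded buntings was measured by RNA sequencing, 6 in the M state and 6 in the nM state, with 1 bird per state at each of 6 times of day 4 h apart. The authors clipped adapters and low quality reads, removed ribosomal RNA reads with Bowtie 2 (2.0.2), aligned single-end reads of 100 bases to the zebra finch genome with STAR and estimated FPKM with Cufflinks (2.2.1). The deposited values are FPKM for 18284 genes and log2(FPKM + 1) for 11246 of these. All 134952 log2 values equalled log2(FPKM + 1) within 1e-06. Reads per library came from Supplementary Table S1. Among values under 0.3 FPKM, at most 5 of up to 604 genes shared a ratio between 2 libraries, so whole reads were not recovered and tools for counts were not used.

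Genes with FPKM above 0.1 in at least 10 of 12 libraries (9566) were compared between states with limma (3.58.1, R 4.3.3) on the log2 values, two-sided, with a Benjamini-Hochberg FDR below 0.1 and an absolute log2 fold change above 0.1. The libraries of the 2 states come from different birds and share the time of day by design, and the time point as a block is an alternative. Genes at 0 in too many libraries to be tested are given by their values alone. Symbols came from Supplementary Tables S2 and S4. A total of 35 gene lists with at least 5 measured genes were tested with camera (preset correlation 0.01) among the 3872 genes that Table S4 names, with an FDR below 0.05. Table S2 names were left out there because that table holds only genes that differed. Table S4 holds genes that the paper called cyclic in these libraries, so the members tested are only a part of each list. The hub genes and the 10 pathways of Fig. 5A were summarized by the first principal component of scaled values and compared by an exact two-sided Wilcoxon rank sum test.

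Cyclic genes within a state were tested by Kendall's statistic against 24-h cosines with 12 phases 2 h apart, with an exact p over the 720 orderings. Rhythms over both states and their difference between states were tested with limma on cosine and sine terms (FDR below 0.1). Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, with matplotlib 3.10.9 for plots.

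Genes are named by a rule set before the data were examined: every gene the paper names, whose values in its tables had been seen; of the genes that differed with a mean FPKM of at least 1 and every library of a state beyond every library of the other, the 10 with the largest change in each direction; up to 4 members of each list with the smallest p; and the clock genes. The lists, tests and most alternatives were also set then, the cyclic test after the paper's list of cyclic genes had been seen. On simulated data with 6 against 6 libraries, 39 of 100 genes changed by log2 1 and 84 of 100 changed by 2 were recovered, 15 unchanged genes were called, and 0 genes were called where nothing was changed. The simulated noise was drawn for each gene independently, with no correlation between genes and no library that stood apart. It thus checks the code and does not give the error rate for the real libraries. The exact cyclic test recovered 142 of 200 cyclic genes with an amplitude of 10 SD and called 1.67% of genes without a cycle. Alternatives covered variance moderation, weights, pseudocounts, filters, scaling, thresholds, time terms, reads as a covariate, list tests and each library left out in turn. A gene length correction was left out because no table gives lengths.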

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

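The tests of the sum of FPKM and of the other splits of the libraries were written before their results were seen, and the other tests reported here were chosen after the result was seen.

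A value far from the 5 others of its state, by Dixon's ratio, was found for the reads of the nM library of ZT5 (42.7 in units of 1e6) and, in the M library of ZT17, for the sum of FPKM (6.99 in units of 1e6), the genes at 0 (1741), the median log2 value (2.639) and the median rank correlation with the other libraries (0.746). The same library lay apart on the first principal component of the cytosolic ribosomal (0.904), oxidative phosphorylation (0.914), proteasome (0.908), MAPK (-0.869), JAK-STAT (-0.751), ubiquitin ligase (-0.887) and phosphatidylinositol signaling (-0.878) lists. Chance gives such a value in about 1 in 20 groups. Among the genes named here, 44 of 288 groups of 6 libraries held one, 19 of them in the M library of ZT17 and 14 in the nM library of ZT5. In FPKM, those of the M library of ZT17 were CRY2 2.79, CYP7B1 1.85, FAM160A1 0, FES 49.5, GPATCH4 30.4, MAP3K7 10.7, MRPL46 414, NDUFB9 2110, PRELID1 4910, PSMA7 1950, PSMD2 305, PSMD7 1290, RPL3 3340, RPL35 4950, RPL37 31200, RPS7 2570, TAOK1 1.34, TRIP12 1.66 and UBE3C 2.73. Those of the nM library of ZT5 were ATP6V0D1 137, CCDC149 4.42, HNRNPH3 91.7, IMMT 166, KAT6A 6.24, MRPL46 44.8, NDUFB2 117, NDUFB9 202, PITPNM1 0.592, RPL37 1940, SFPQ 30.7, SLC27A4 36.9, SMARCE1 29.7 and ZNF318 1.56. Those of the M library of ZT1 were EGFR 5.96, GNAS 43.2, KAT6A 9.4 and KMT2A 3.46. Those of the nM library of ZT1 were EGFR 28.8, PRKCE 10, SETD7 10 and WWP1 2.95. In the nM library of ZT13 it was RPS7 397. Those of the nM library of ZT9 were SRSF1 40.9 and TTR-1 39600.

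Signals in genes that the paper's text does not name were found in TTR-1, with a log2 fold change of -7.97, and in a list of 8 markers of proliferating cells that the paper does not report on, although it counts cell cycle genes among those upregulated in the M state; they were higher in the M state as a list (camera, adjusted p = 0.0108; adjusted p = 0.635 with an estimated correlation).

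The M library of ZT17 stood apart from the other 11 libraries. Fewer reads do not account for it, since the 5 libraries with fewer reads had median rank correlations of at least 0.896 with the others. A time of day effect shared by both states is argued against by the deviations of the 2 ZT17 libraries from their state means, which correlated across genes at 0.026, within the range of -0.339 to 0.26 for libraries of different times (genes are not independent replicates). A shift of signal to short, abundant transcripts stays open: outside its 100 highest genes the FPKM of this library summed to 1.3, against 0.45 to 0.6 (in units of 1e6) in the other libraries. With 1 bird per time of day, a response of that bird was not tested.

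The M library of ZT1 and the nM library of ZT5 each lay toward the other state: 400 genes separated the states completely with the labels as given and 1017 with these 2 exchanged, which restates the pattern and does not test an exchange, since 2 atypical birds would give it too. An exchange of the 2 libraries cannot be told apart from that. Of the genes that separated the other 10 libraries by at least 2 on the log2 scale there were only 2, of which TTR-1 (50%) had both libraries nearer to the state they are given as; at a gap of at least 1, chosen after that result, 49 of 106 genes had both nearer to the other state, which goes with an exchange, while 17 had both as given, TTR-1 and CCDC177 among them, and 40 had only 1 of the 2 as given (M ZT1 in 10 and nM ZT5 in 30), which go against it (at most 2 genes had such a gap in any other split of the 10). Their times of day cannot be told apart either (squared error of 14 clock genes, exchanged over given, 1.99, with 7 of 14 genes on each side, PER2 (33.58 over 1.23), CRY1 (13.15 over 0.86) and NFIL3 (10.69 over 1.09) strongly against an exchange; exact sign-flip test, p = 0.365), nor can read depth, since both are deep libraries (26.3 and 42.7 in units of 1e6 reads) and over the other 10 the rank correlation of reads with nearness to the own state was 0.1 (exact permutation test, p = 0.842). A time effect shared by both states is argued against at ZT1 (correlation across genes 0.11) and stays open at ZT5 (0.475, above the range of -0.339 to 0.26 between different times), and differences between individual birds were not tested.

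The ribosomal, splicing and respiratory lists were higher and the signaling lists lower in the M state at the preset correlation of 0.01, and none passed at an estimated one (adjusted p = 0.635 for each). The adjusted p-values that follow are from camera at the preset correlation. The estimated correlation was 0.92 for cytosolic ribosomal and 0.21 for JAK-STAT genes, so these p-values overstate the evidence and do not decide between causes. Without the M library of ZT17, the medians of the splicing, proliferation, MAPK and JAK-STAT lists fell by at most 1.44 times (highest adjusted p 0.00566). This argues against that library alone as the source of their medians. It cannot be told apart as the cause for the cytosolic ribosomal (median 1.04, and 0.48 without it), mitochondrial ribosomal (0.60 and 0.19) and phosphatidylinositol signaling (-0.39 and -0.22) lists. These passed without it (highest adjusted p 0.0464) with much of the change gone. It may account for oxidative phosphorylation and the proteasome (0.148 and 0.091). For the cytosolic ribosomal, splicing, MAPK and JAK-STAT lists, the medians were 1.04, 0.83, -0.70 and -0.66 in the main fit. After quantile normalization they were 0.66, 0.84, -0.56 and -0.49 (highest adjusted p 0.00213). With the sum of FPKM as a covariate they were 0.80, 0.82, -0.58 and -0.62 (highest adjusted p 0.00186). That the medians stayed argues against a lack of scaling, or a trend with that sum, as their only source. Neither is excluded as a part of it, and the p-values share the limit above. Other splits of the libraries gave as many lists: with the given split counted, 30 of 100 splits gave at least 6 lists higher (highest other 10) and 30 of 100 at least 3 lower (highest other 6), so chance is not excluded for the numbers of lists. The state itself stays open as the biological explanation. A shift of signal between short and long transcripts stays open too, and was not tested for these lists because no table gives gene lengths.

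For the number of genes that differed, chance is argued against but not excluded: 2 of 100 splits gave a count as large as 892, the given one included, and the highest other gave 2635. For the 272 higher genes and for the 620 lower genes it was also 2 of 100 each (highest other 1062 and 1573). The split with those higher counts is the one that exchanges the M library of ZT1 and the nM library of ZT5, and its size points to a structure of the samples. For genes whose rhythm differed between states the splits test nothing, because the given count by limma was 0 (266 genes at an unadjusted p under 0.05), which each of the 100 splits must reach; the highest other gave 2124, which points to a structure of the samples.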

How the results depend on the processing

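The settings that use the 11246 genes, equal totals, genes above 0 in every library, both ZT17 libraries, quantile normalization without the M library of ZT17, an estimated correlation without that library or with the block, and the sum of FPKM were chosen after seeing the data. Under the settings run for single genes, none of the 144 tested genes that the naming rule picks (129 with FPKM above 1, 133 with genes above 0 in every library) passed in the opposite direction, and neither did any of the 35 lists under the settings run for lists; the sum of FPKM was run for lists and counts, not for the genes one by one. The cause of each change below was not tested, except where fewer libraries or a stricter threshold gives it.

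The genes that differed (892, with 272 higher and 620 lower) numbered 2937 (1180 and 1757) with array quality weights, 421 (126 and 295) with a pseudocount of 0.01, 280 (49 and 231) at an FDR below 0.05, 523 (128 and 395) with log10 reads as a covariate, 569 (131 higher) over 11246 genes with ordinary regression, 293 (179 and 114) with equal totals and 2420 (987 and 1433) with the sum of FPKM as a covariate. Those higher were 155 with ordinary regression, 515 with quantile normalization and 477 with quantile normalization without the M library of ZT17. With the time point as a replicate block 928 genes differed, 723 of them among the 892. Of the 112 calls for the genes of the naming rule, 59 were lost with equal totals, and 10 were lost with the block (CDK13, CLEC16A, DARS, PDPK1, PRELID1, PSMD2, PYCR1, RBM39, RNPS1 and SLMAP) and 4 other genes gained (ADH5, NDUFB2, NR1D2 and PER2). The deviations of the 2 libraries of a time of day from their state means correlated across genes at 0.026 to 0.475, at 3 of 6 times under 0.1 and at ZT5 (0.475) and ZT21 (0.3) above the highest between different times (0.26), and 5 of 12 libraries correlated best with their own time. Leaving out 1 library gave 200 to 1979 genes, 29 to 774 higher and 171 to 1205 lower.

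The 6 lists higher became 3 with array quality weights and 3 with quantile normalization without the M library of ZT17, and the lists in both directions became 0 with an estimated correlation (with all libraries, without the M library of ZT17 or with the block) and 0 with fry. Cyclic genes (138 in M, 268 in nM) were 312 and 429 with periods of 24 h and 28 h, 0 and 0 adjusted across genes, 1857 and 2814 with values entered as repeats, and 295 and 702 by the cosinor. Rhythmic genes over both states (5) were 1 with ordinary regression, 20 with quantile normalization, 3 with FPKM above 1 and 2 to 37 with 1 library left out.

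Both hub eigengenes passed under all settings tried (blue 0.00866 to 0.0303 and turquoise 0.00433 to 0.00866 with 1 library left out). The first sample component held 35.8% to 56.4% with 1 library left out. Centring each library on its median moved the median log2 fold change of all genes from -0.084 to 0.089, a shift of 0.17. The corrections for gene length, alone and with the block, were not run, as no table gives lengths. The depth of single genes is unknown, so no limit from it is given.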

Differences from the paper's values

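The paper reports 569 genes that differed between states, and 892 were found here at the same FDR of 0.1 and log2 fold change of 0.1, by limma over 9566 genes. Of the alternatives set before the data were examined, ordinary regression (643), a robust prior (843), pseudocounts of 0.1 (671) and 0.01 (421), no filter (817), FPKM above 1 (654), median centring (754), an absolute log2 fold change above 1 (644), cosine and sine terms (731), reads as a covariate (523) and leaving out the M library of ZT9, ZT13 or ZT21 or the nM library of ZT1, ZT9 or ZT13 come within 1.5 times of the paper's count. An intensity trend, array quality weights, quantile normalization, an FDR below 0.05, the replicate block, the raw table and the other 6 libraries left out do not. For the genes higher in the M state the paper's count is 131 and that here is 272; within 1.5 times are ordinary regression, a pseudocount of 0.01, reads as a covariate and leaving out the same 6 libraries, and the others are not. Ordinary regression over the 11246 genes of the smaller table, a setting chosen after seeing the values, gives 569 genes, 131 of them higher, and drops 0 of the 568 genes in the copy of Table S2.

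The paper reports 1831 cyclic genes in the M state and 2617 in the nM state at an adjusted p under 0.05. Here 138 and 268 were found at an exact permutation p under 0.05 that is corrected for the phases searched in a gene and not across genes, and 0 and 0 after adjustment across genes. Entering each value as a pair of replicates gives 1857 and 2814. That setting was fixed before the deposited values were examined, but the cyclic test was written after the paper's list of cyclic genes had been seen. Periods of 24 h and 28 h, adjustment across genes, the cosinor, the raw table and FPKM above 1 stay more than 1.5 times away. For genes cyclic in both states the paper's count is 758 and that here is 5, and no alternative was set for it.

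The paper's text gives SMARCE1, BRPF3, RBM39, RNPS1, SRSF1 and SNORD16 as higher in the nM state, while Fig. 4A draws them higher in the M state; for SMARCE1 and BRPF3 the paper's results also give higher expression in the M state (Fig. 2B5). The first 5 had log2 fold changes of 0.87, 0.61, 0.58, 0.57 and 0.50 here (M minus nM). No direction is given for SNORD16, since it was listed at 0 in all nM libraries and a listed 0 does not show absence. The discussion gives ACSL3 and DICER1 as lower in the nM state, and both were higher in the nM state here (log2 fold changes of -1.48 and -0.81, M minus nM), as in the paper's results. Table S4 lists ARNTL as cyclic, whereas its values here were 0 in all 12 libraries. Genes outside the clock that the paper names and that were tested but did not pass here are GNAS, SMPD2, HNRNPU, SRSF1, BRPF3, MTFR1, PLCB4, MAP3K7, ZNF318, PYGL, MAFF, PITPNM1, NDUFB9, ATP6V0D1, PSMA7 and ADH5. The tests differ: the paper's figures use a Wilcoxon rank sum test per gene at 0.05, and passing here needs an FDR below 0.1 across genes. The exact Wilcoxon test gave p under 0.05 for all 20 genes of Fig. 2B1 to 2B5 and all 20 of Fig. 2B6 to 2B10. It did so for all 7 matched genes of Fig. 5B1, all 6 blue and 9 turquoise hub genes, and all 16 chromatin, RNA processing and small RNA genes.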

Other observations

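The test of growth hormone and prolactin signaling was written before its result was seen, and the comparison of clock gene levels at matched times and the tests with genes above 0 in every library and with the block and an estimated correlation were chosen after the result was seen.

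CISH, SOCS2, EGFR and JAK2, which lie on or respond to the growth hormone and prolactin pathway, were all lower in the M state. If that signaling were lower, other genes of the pathway would fall with them. The median log2 fold change of PRLR, STAT5A, SOCS3 and IGFBP3 was -0.17, with PRLR at -0.48 (adjusted p = 0.284), STAT5A at 0.68 (adjusted p = 0.176), SOCS3 at -0.66 (adjusted p = 0.641) and IGFBP3 at 0.14 (adjusted p = 0.797). IGF1, a gene of the pathway outside that test, had a log2 fold change of -1.29 and did not pass. The genes of the test went both ways, so lower hormone signaling cannot be told apart from a change in CISH, SOCS2, EGFR and JAK2 alone.

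Of 14 genes of the core clock and its direct outputs, 1 (NFIL3, log2 fold change -1.61) fell and none rose (2 lower when adjusted over the list alone), and the list did not pass (median -0.56, camera adjusted p = 0.226; 0.635 with an estimated correlation and 0.702 without the M library of ZT17). It passed with the time point as a replicate block (0.0372) and with cosine and sine terms (0.0411), though with the block and an estimated correlation 0 lists passed. Compared at matched times of day, the mean difference was -0.19, -0.43, -0.47, -0.27, -1.56 and -0.41 from ZT1 to ZT21. The value at ZT17 rests on the M library that stood apart. The NFIL3 call was lost without the M library of ZT5 or ZT21 or the nM library of ZT1, ZT13 or ZT17 (highest adjusted p 0.139).

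Of 8 markers of proliferating cells, CCNB2 (log2 fold change 1.45) and CDC20 rose and none fell (4 higher when adjusted over the list alone; median 0.82); CDC20 is also in the ubiquitin ligase list. Without the nM library of ZT5 the list had an adjusted p of 0.0586. Of 7 immediate early genes EGR1 fell (-2.11; 3 lower when adjusted over the list alone; list adjusted p = 0.226, and 0.0463 with genes above 0 in every library; 0.635 with an estimated correlation). Of 7 genes of thyroid and sex steroid metabolism AKR1D1 rose (2.36) and THRB, a thyroid hormone receptor, fell (-1.16; 2 higher and 1 lower when adjusted over the list alone; list adjusted p = 0.578). Of 7 genes of bile acid synthesis and transport AKR1D1 rose and CYP7B1 fell (1 of each when adjusted over the list alone; adjusted p = 0.919); the median was -0.43 and the mean -0.09, while the test pointed up. Without 1 library in turn, the calls for CCNB2 (nM ZT21; 0.103), AKR1D1 (M ZT5, nM ZT9 or nM ZT17; highest 0.118) and CDC20 (any but M ZT1; highest 0.17) were lost, and those for EGR1, THRB and CYP7B1 held.

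Lists of lipid metabolism did not pass: fatty acid and triglyceride synthesis (14 genes, LPIN2 fell, 2 lower when adjusted over the list alone, adjusted p = 0.919), cholesterol synthesis (9 genes, 0 passed, 1 lower when adjusted over the list alone, adjusted p = 0.538) and lipoprotein assembly (11 genes, 0 passed, adjusted p = 0.84). Nor did plasma proteins (12 genes, 0 passed, adjusted p = 0.953), autophagy (16 genes, BNIP3L fell, adjusted p = 0.455), chaperones (7 genes, HSPD1 rose, 1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.888), the endoplasmic reticulum stress response (13 genes, SEL1L fell, 1 lower when adjusted over the list alone, adjusted p = 0.598), insulin and glucocorticoid response genes (10 genes, INSR fell, 1 higher and 3 lower when adjusted over the list alone, adjusted p = 0.782) or xenobiotic and haem metabolism (7 genes, 0 passed, adjusted p = 0.102, and 0.0391 without the nM library of ZT1; 0.635 with an estimated correlation). For beta-oxidation the median was -0.13 and the mean -0.02 while the test pointed up, and for ubiquitin ligases the median was -0.05 and the mean -0.08 while the test pointed up. Among cell type markers, adjusted p was 0.226 for leukocytes (0.0468 without the nM library of ZT9; 0.683 with an estimated correlation) and for Kupffer cells (1 gene higher when adjusted over the list alone), 0.84 for stellate cells and 0.927 for endothelial cells and for hepatocytes, and none of their genes passed across all genes. Without 1 library in turn, the calls for LPIN2 (8 of 12 libraries; highest adjusted p 0.185), BNIP3L (10; 0.188), HSPD1 (3; 0.111) and SEL1L (2; 0.109) were lost, and that for INSR held. Lists with fewer than 5 measured genes were not tested: erythrocyte (3), cholangiocyte (4), adipocyte (4), skeletal muscle (3) and pancreatic acinar markers (1) and small nucleolar RNAs (0).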
